# Transcriptional response of *Candida albicans* to *Pseudomonas aeruginosa* in a polymicrobial biofilm

**DOI:** 10.1093/g3journal/jkab042

**Published:** 2021-02-12

**Authors:** Ruan Fourie, Errol D Cason, Jacobus Albertyn, Carolina H Pohl

**Keywords:** *Candida albicans*, *Pseudomonas aeruginosa*, polymicrobial biofilm, hypoxia, metal homeostasis, morphogenesis

## Abstract

*Candida albicans* is frequently co-isolated with the Gram-negative bacterium, *Pseudomonas aeruginosa*. *In vitro*, the interaction is complex, with both species influencing each other. Not only does the bacterium kill hyphal cells of *C. albicans* through physical interaction, it also affects *C. albicans* biofilm formation and morphogenesis, through various secreted factors and cell wall components. The present study sought to expand the current knowledge regarding the interaction between *C. albicans* and *P. aeruginosa*, using transcriptome analyses of early static biofilms. Under these conditions, a total of 2,537 open reading frames (approximately 40% of the *C. albicans* transcriptome) was differentially regulated in the presence of *P. aeruginosa.* Upon deeper analyses it became evident that the response of *C. albicans* toward *P. aeruginosa* was dominated by a response to hypoxia, and included those associated with stress as well as iron and zinc homeostasis. These conditions may also lead to the observed differential regulation of genes associated with cell membrane synthesis, morphology, biofilm formation and phenotypic switching. Thus, *C. albicans* in polymicrobial biofilms with *P. aeruginosa* have unique transcriptional profiles that may influence commensalism as well as pathogenesis.

## Introduction

Interkingdom interactions are ubiquitous in nature and can affect various aspects of growth, antimicrobial resistance and virulence of species within a consortium (Polke *et al.* 2015). These interactions are frequently encountered in polymicrobial associations formed between the opportunistic fungal pathogen, *Candida albicans*, and commensal microorganisms as well as pathobionts in humans (Morales and Hogan, 2010; Diaz *et al.* 2012; Neville *et al.* 2015). This is, in part, due to the ability to form biofilms on both abiotic and biotic surfaces (Polke *et al.* 2015). This facilitates physical interaction, interaction with various secreted molecules and competition for nutrients (De Sordi and Mühlschlegel 2009; Elias and Banin 2012).

*C. albicans* is frequently co-isolated with the Gram-negative bacterium, *Pseudomonas aeruginosa* (Haiko *et al.* 2019). *In vitro*, the interaction is complex, with both species influencing each other (Fourie and Pohl 2019). The bacterium was found to lyse and kill hyphal cells of *C. albicans* through physical interaction (Hogan and Kolter 2002; Brand *et al.* 2008; Bandara *et al.* 2010). In addition, it affects *C. albicans* biofilm formation and morphogenesis, through various secreted factors and cell wall components (Hogan *et al.* 2004; McAlester *et al.* 2008; Bandara *et al.* 2010, 2013; Holcombe *et al.* 2010). This includes inhibition of morphogenesis from yeast to hyphal morphologies by phenazines, quorum sensing molecules, lipopolysaccharides, and via sequestration of iron, as well as promotion of morphogenesis by peptidoglycan. These stimuli elicit their effects through various signaling pathways in *C. albicans* (Shareck and Belhumeur 2011). Therefore, multiple stimuli, occurring simultaneously, from co-incubation with *P. aeruginosa* may play a role to affect the morphology of *C. albicans*. This research entailed a deeper look into the interaction between *C. albicans* and *P. aeruginosa* in polymicrobial biofilms, using RNAseq, with a focus on the transcriptional response of *C. albicans*.

## Materials and methods

### Strain maintenance

*C. albicans* SC5314 was stored at −80°C with 15% glycerol. Yeast strains were revived and maintained on yeast malt (YM) agar (3 g l^−1^ malt extract, 3 g l^−1^ yeast extract, 5 g l^−1^ peptone, 10 g l^−1^ glucose, 16 g l^−1^ agar) at 30 °C. *P. aeruginosa* PAO1 was stored at −80°C with 25% glycerol and revived and maintained on Luria-Bertani (LB) agar (5 g l^−1^ yeast extract, 10 g l^−1^ tryptone, 10 g l^−1^ sodium chloride, and 15 g l^−1^ agar).

### Mono- and poly-microbial biofilm formation

Formation of biofilms were adapted from previous studies (Ells *et al.* 2011; Fourie *et al.* 2017). For monomicrobial biofilm formation, *C. albicans* was grown on YM agar for 24 hours at 30 °C, inoculated into 10 mL yeast nitrogen base (YNB) broth (10 g l^−1^ glucose, 6.7 g l^−1^ YNB) and incubated at 30 °C for 24 hours. Cells were harvested (1,878 × *g*, 5 minutes) and the supernatant removed. This was followed by washing the cells twice with phosphate buffered saline (PBS) (Oxoid, England). The cells were counted with a hemocytometer and diluted to 1 × 10^6^ cells/mL in 20 mL filter sterilized (0.22 μm nitrocellulose filter, Merck Millipore, Ireland) RPMI-1640 medium (Sigma-Aldrich, USA). Standardized cell suspensions were dispensed into 90 mm polystyrene petri dishes (Merck, Germany), covered with Parafilm^®^ and incubated for 6 hours at 37 °C to allow biofilm formation.

For polymicrobial biofilm formation, *P. aeruginosa* was grown on LB plates for 24 hours at 37 °C. Cells were inoculated into 5 mL nutrient broth (1 g l^−1^ malt extract, 2 g l^−1^ yeast extract, 5 g l^−1^ peptone and 8 g l^−1^ sodium chloride) and incubated at 37 °C for 24 hours with shaking (150 rpm). These cells were washed three times with PBS and diluted to an optical density (OD_600_) of approximately 0.05 in RPMI-1640 medium containing 1 × 10^6^ cells/mL *C. albicans* and biofilms grown as described in above. Both mono- and poly-microbial biofilms were prepared and visualized with scanning electron microscopy as described in Fourie *et al.* (2017).

### Total RNA extraction

Biofilms were scraped off and centrifuged (1,971 × *g*, 3 minutes at 4 °C). A total of five biofilms were pooled per sample. This was done in triplicate for both mono- and poly-microbial biofilms. Supernatant was aspirated from mono- and poly-microbial biofilms and 2 mL RNA*later^®^* (Qiagen) added to prevent RNA degradation before storage at −80°C. Stored biofilms samples were thawed on ice and centrifuged at 4,000 *g* for 5 minutes. RNA*later^®^* was aspirated, and total RNA extraction was carried out using the RNeasy protect mini kit (Qiagen). At the same time, the DNA present was removed with RNase-Free DNase Set (Qiagen), according to the manufacturer’s instructions. The quality of RNA in each sample was determined before sequencing at the Centre for Proteomic and Genomic Research (CPGR, Cape Town, South Africa). Quality tests carried out include checking for contaminants with the use of the NanoDrop ND1000, determining absolute concentration using the Qubit^®^ RNA HS Assay Kit, as well as evaluating the integrity using the Agilent Bioanalyzer Nano Assay. A total of 1 µg of RNA per sample was treated with the Illumina Ribo-Zero rRNA Removal Kit to remove ribosomal RNA. After ribosomal RNA removal, samples were purified (Agencourt RNAClean XP Kit, Beckman Coulter) and indexed libraries were prepared using the ScriptSeq^TM^ v2 RNA-Seq Library Preparation Kit and ScriptSeq^TM^ Index PCR Primers—Set 1 (Illumina). The sizes of the libraries were profiled with the Bioanalyzer High Sensitivity Assay Kit (Agilent) and quantified (Qubit^®^ HS DNA Assay Kit). Samples were diluted and a 1% Phix control library (Illumina) was spiked into samples. Sequencing was completed on the Nextseq 500 (Illumina) using Nextseq 500 High Output (150 cycle) Kit.

### Analysis of differentially expressed genes

The resultant fastq files were analyzed for quality by FastQC (v0.11.5; Andrews 2010) and low-quality reads and bases were discarded using PRINSEQ-lite (v0.20.4; Schmieder and Edwards 2011). *C. albicans* samples (monomicrobial and polymicrobial) were aligned to the *C. albicans* SC5314 genome (assembly 21; The *Candida* Genome Database; Skrzypek *et al.* 2017) via TopHat2 (Trapnell *et al.* 2012; Kim *et al.* 2013) using the fr-secondstrand option, which gave the best overall alignment rate (Dutton *et al.* 2016). Aligned files were merged with SAMtools (Li *et al.* 2009) and the resultant BAM files, constructed with TopHat2, were used to construct gene expression count tables with the use of the BEDTools multicov command (Quinlan and Hall 2010). Differential expression of genes was analyzed and heatmaps and principle component analysis plots were constructed with DESeq2 (Love *et al.* 2014), with modified commands described at “https://gist.github.com/stephenturner/f60c1934405c127f09a6”.

### Determination of overrepresented functional classes of genes and transcription factors

To determine which functional classes of genes are overrepresented in our data sets, PANTHER (Protein Alignment Through Evolutionary Relationship) was utilized (Mi *et al.* 2013; 2016). Furthermore, gene lists of differentially expressed genes were evaluated for overrepresented transcription factors (TFs) using Pathogenic Yeast Search for Transcriptional Regulators And Consensus Tracking (PathoYeastract) (Monteiro *et al.* 2016).

### Confirmation of differential expression with nCounter^®^

Confirmation of differential expression was performed using nCounter^®^ with Elements^TM^ XT Reagents according to manufacturer’s specifications (Geiss *et al.* 2008). A multiplexed probe library (nCounter^®^ elements CodeSet) was designed with two sequence-specific probes for genes of interest. Probes were mixed with approximately 100 ng of purified total RNA and allowed to hybridize (20 hours, 67 °C). Samples were loaded on an nCounter^®^ SPRINT^TM^ Cartridge and processed with an nCounter^®^ SPRINT Profiler (NanoString Technologies, USA). Results were processed in nSolver 4.0 software. This was done for one sample of each condition.

## Results and discussion

### Exploratory analysis of RNAseq data

Analysis of raw data revealed excellent quality data, with approximately 92.6% of sequences having a Phred-score of above Q30. An average of 4.3% of low-quality sequences were removed, yielding an average of 126.2 × 10^6^ sequences (150 bp paired-end) per sample. These raw reads were aligned to the genome of *C. albicans* SC5314 and further evaluated for differential expression. 

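RNA was counted in 6 h biofilms of *C. albicans* SC5314 grown alone (CET) or together with *P. aeruginosa* PAO1 (CPET) at 37 °C, with 3 samples per condition and 5 biofilms pooled in each sample. By the labels both conditions received 0.076% ethanol. The deposited tables give normalized counts for 6409 features, which the authors made with DESeq2 by dividing the reads of each library by its size factor. Multiplied by the recovered size factors, 100% of the values were whole reads within 0.01. The reads counted per library ranged from 81225415 to 107956946 in monomicrobial and from 95741516 to 112584649 in polymicrobial biofilms. The log2 of the normalized counts plus 1 was compared between the conditions with limma for the 6354 features with a mean of at least 10, and a gene is called changed at a Benjamini-Hochberg adjusted p under 0.05. Of genes simulated at these levels with a log2 change of 1, limma called 40.8%, and of those with a log2 change of 2 it called 78.8%, while 4.07% of its calls were unchanged genes. In this simulation only 200 genes were changed and 6242 were tested, whereas 28.4% of genes were called in the data. The adjusted p depends on the share of changed genes, so the simulated shares need not hold for the data. The lists of genes named below were fixed before the data were examined and were tested with camera at a preset correlation of 0.01. In single polymicrobial libraries, runs of features that are neighbours in the order of systematic names carried nearly the same number of added reads. Such runs held 788 to 1681 features in each polymicrobial library and at most 14 in a monomicrobial library, by an estimate that was set after the data were seen, that misses part of the reads at the ends of runs and that also takes the rise of a single gene as reads shared by its neighbours. Where at least 2 features at a low level had to agree on the number, it found 203 to 583 features in polymicrobial libraries and 0 in monomicrobial libraries. For genes whose value depends strongly on the reads estimated as shared, the number of these reads or the log2 fold change without them is given. Gene names and identifiers are those of the deposited tables.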

Complete expression profiles were compared to determine overall differences. As seen in Figure 1A, monomicrobial biofilms of *C. albicans* are very similar in terms of their expression profiles with low distance between replicates, compared to polymicrobial biofilms. 

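Monomicrobial biofilms differed little from each other over the 6354 features tested. The Euclidean distance between replicates on the log2 scale was 40.9 ± 6.67 (SD over 3 pairs) in monomicrobial and 89.3 ± 5.44 in polymicrobial biofilms, against 105.2 ± 10.02 between the conditions (SD over 9 pairs). The mean distance between polymicrobial replicates was thus 2.18 ± 0.379 times that between monomicrobial replicates (SD propagated from the pairs). No p is given, because 3 pairs from 3 samples are not independent. The ratio was 1.87 without monomicrobial replicate 1 and 2.60 without monomicrobial replicate 3.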

*C. albicans* co-cultured with *P. aeruginosa* also cluster together, however, large variation is seen between replicates compared to monomicrobial counterparts. These differences in gene expression profiles are expected due to large variation in population dynamics and microcolony formation in polymicrobial biofilms (Stacy *et al.* 2016). 

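Some genes differed widely between polymicrobial replicates. *LIP2* (orf19.4804), a secreted lipase, had 5247, 1184 and 11 reads in the 3 polymicrobial libraries, *ADH3* (orf19.4505), a putative butanediol dehydrogenase, had 488, 7699 and 4430, and *UPC2* (orf19.391), a transcription factor of sterol synthesis, had 123716, 32731 and 31619. An estimated 5231, 1178 and 0 of these reads of *LIP2* and 0, 7239.5 and 4069 of those of *ADH3* were shared with neighbouring features. The neighbours of *UPC2*, given further below, also had many more reads in polymicrobial replicate 1 than in the other polymicrobial replicates. Whether *UPC2* itself varied between replicates therefore stays open. For most genes the spread was no larger with *P. aeruginosa*, since the median SD of a gene on the log2 scale was 0.199 in monomicrobial and 0.170 in polymicrobial biofilms, and 45.2% of genes had the larger SD in polymicrobial biofilms. Of the reads of the 3 polymicrobial libraries, an estimated 7.06%, 7.26% and 1.26% were shared between neighbouring features. With these reads subtracted, the distance between polymicrobial replicates was 1.78 times that between monomicrobial replicates.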

The large difference between mono-and poly-microbial biofilms is apparent through the amount of significantly differentially expressed genes (Figure 1B) with a total of 2,537 open reading frames (ORFs) (with a *p*adj < 0.05) corresponding to approximately 40% of the *C. albicans* transcriptome being altered due to the presence of *P. aeruginosa* (Supplementary Table S1). Furthermore, 917 ORFs are significantly differentially expressed at a log2fold change (L2FC) threshold of above 1 or below −1 in the presence of *P. aeruginosa* (Figure 1C).

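Of the 6354 genes tested, 1806 (28.4%) differed between polymicrobial and monomicrobial biofilms at a limma adjusted p under 0.05, 817 of them higher and 989 lower in the presence of *P. aeruginosa*. Genes of drug efflux, of the response to nitric oxide and of fatty acid synthesis were among those that rose, and genes of respiration, of the ribosome and of zinc uptake among those that fell. One of the largest rises was that of orf19.2048, a gene of unknown function, with 25214 ± 5531 normalized counts in polymicrobial and 254 ± 29.7 in monomicrobial biofilms (SD, n = 3), a log2 fold change of 6.61 (standard error 0.19, limma adjusted p = 4.27e-05). All 1806 genes had 3 values in one condition above all 3 in the other, as did 48.7% of all genes tested, where chance gives 10%. edgeR called 1954 genes and DESeq2 on the recovered reads 2568. Without monomicrobial replicate 1 limma called 1033 genes, 1020 of them among the 1806.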

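At a log2 fold change above 1 or below −1, 702 genes were called, 440 higher and 262 lower in polymicrobial biofilms. *SNQ2* (orf19.5759), an efflux transporter of the ABC family, was at 196785 ± 22622 normalized counts with *P. aeruginosa* and at 12069 ± 1322 without (SD, n = 3), a log2 fold change of 4.03 (standard error 0.13, limma adjusted p = 4.76e-05). In the other direction, *MNN12* (orf19.4900), a predicted mannosyltransferase, went from 41272 ± 3692 to 4295 ± 148, a log2 fold change of -3.26 (standard error 0.10, limma adjusted p = 4.27e-05). The median log2 fold change of all genes was 0.03, and under quantile normalization, which shifted it to −0.08, 305 genes rose and 417 fell by more than this threshold. Genes at low levels lay higher with *P. aeruginosa*. The fifth of genes lowest in monomicrobial biofilms with arachidonic acid, which are not part of the comparison, had a median log2 fold change of 0.88, which was 0.39 after the reads shared between neighbouring features were subtracted, and 0.60 where 2 features had to agree on their number.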

**Figure 1:**
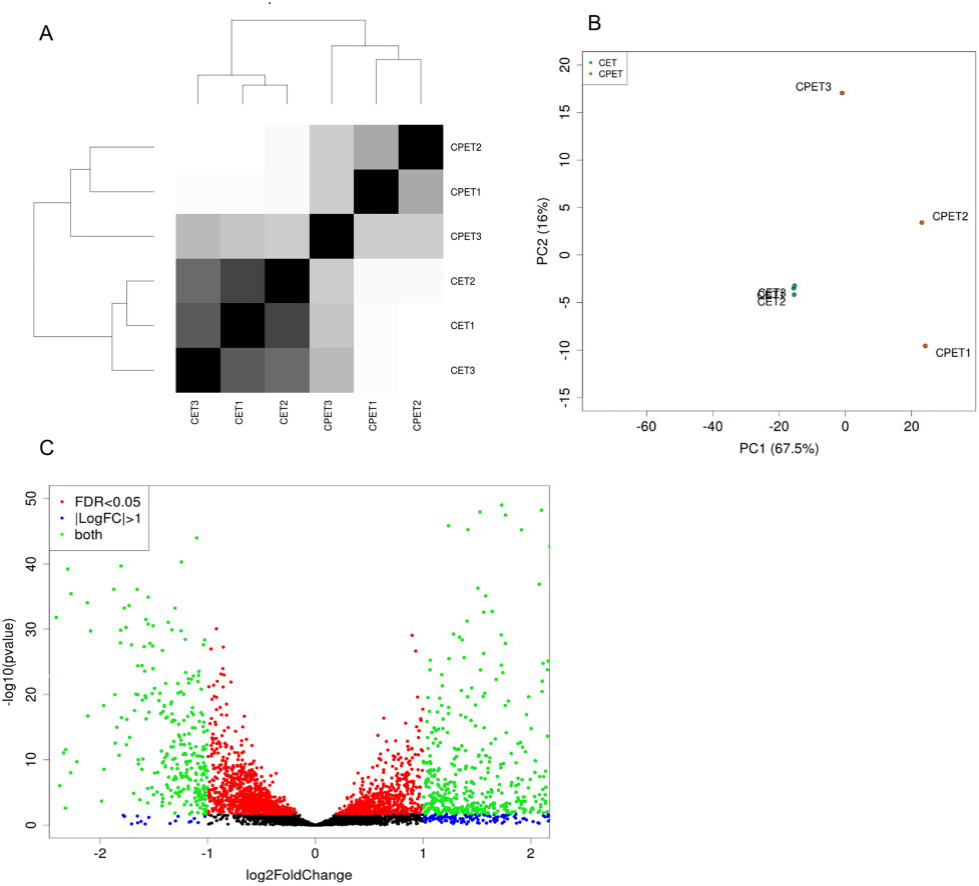
Distance between control and experimental biofilms using sample distance heat maps and principle component analysis plots constructed with DESeq2. (A) sample distance heat map, (B) principle component analysis plot, (C) Volcano plots of significant differentially expressed genes with Log10(*P*-value) of differentially expressed genes on *y*-axis with the *x*-axis representing the log_2_ fold change of these genes. Red dots indicate differential expression with a False Discovery Rate (FDR) of less than 0.05. Blue dots indicate genes that are differentially expressed with a log_2_ fold change of above 1. Green represents genes adhering to both criteria. CPET—polymicrobial biofilms of *C. albicans* and *P. aeruginosa* CET—*C. albicans* monomicrobial biofilms.

Grainha *et al.* (2020) used previously published data to determine the interaction between *C. albicans* and *P. aeruginosa* in polymicrobial biofilms. From these data, it is evident that various different experimental approached have been taken by researchers. When comparing our data with the most relevant high throughput experiments performed previously, we can see that in general there is little overlap between any specific data sets (Supplementary Figure S1), with no genes or proteins shared by all data sets and most being unique to a specific study. The data sets that have the most overlap with our current study is that of Bandara *et al.* (2020) for upregulated genes (22 in total) and Trejo-Hernandez *et al.* (2014) for downregulated proteins (8 in total). This lack of overlap is not surprising as there are significant experimental differences in all these studies.

### Effect of *P. aeruginosa* on *C. albicans* transcriptome in early static biofilms

To determine the effect of the mentioned conditions on the transcriptome of *C. albicans*, an approach was utilized that includes the functional analysis of gene lists to determine overrepresented functional classes of genes. It is necessary to mention that, although the functional annotation of genes is ever expanding, only a portion of *C. albicans* genes are annotated, with many genes with unknown function (as of January 27, 2020, 70.20% or 4,365 of ORFs are still uncharacterized; Skrzypek *et al.* 2017). Thus, the data represented here in terms of gene enrichment analysis do not incorporate many genes currently without GO annotations. Analysis of functional classes of genes that are differentially expressed in response to co-incubation with *P. aeruginosa* is given in Table 1 (repressed genes) and Table 2 (induced genes). 

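Genes of the cytosolic ribosome fell together in the presence of *P. aeruginosa*. Of 73 measured genes, 0 rose, 57 fell and 16 did not pass (0 rose and 61 fell when adjusted over the list alone), with a median log2 fold change of -1.01 (camera adjusted p = 3.92e-18, and adjusted p = 0.302 with an estimated correlation). *RPS24* (orf19.5466), of the small subunit, had a log2 fold change of -1.50 (standard error 0.12, limma adjusted p = 0.000631), and *RPL3* (orf19.1601), of the large subunit, one of -1.65 (standard error 0.42, limma adjusted p = 0.031), a call that was lost without any 1 of 4 of the 6 libraries. Among 16 genes of the mitochondrial ribosome, 1 rose, 7 fell and 8 did not pass (1 rose and 9 fell when adjusted over the list alone, camera adjusted p = 0.0134, and adjusted p = 0.342 with an estimated correlation), with *MRP17* (orf19.947) at -1.02 (standard error 0.15, limma adjusted p = 0.00479). Of 32 lists with at least 5 measured members, camera called 14, 7 of them higher and 7 lower in polymicrobial biofilms. The higher lists were drug efflux, hypoxia regulators and oxygen-dependent enzymes, nitrosative stress, lipases, genes associated with the opaque phase, fatty acid synthesis and the telomere-associated *TLO* genes. The lower lists were both kinds of ribosomal proteins, the electron transport chain, the tricarboxylic acid cycle, the ATP synthase, zinc acquisition and hypha-associated genes. With an estimated correlation between genes no list was called, the smallest adjusted p being 0.279, and fry, which asks only whether the genes of a list move one way, called 18. Of 10 splits of the 6 libraries, 2 gave as many as 14 lists, the real one among them. The number of lists called is therefore no evidence of a response by itself. Several lists, among them lipases, opaque phase, zinc acquisition and nitrosative stress, hold genes that the paper named from these same data.

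**Figure D1:**
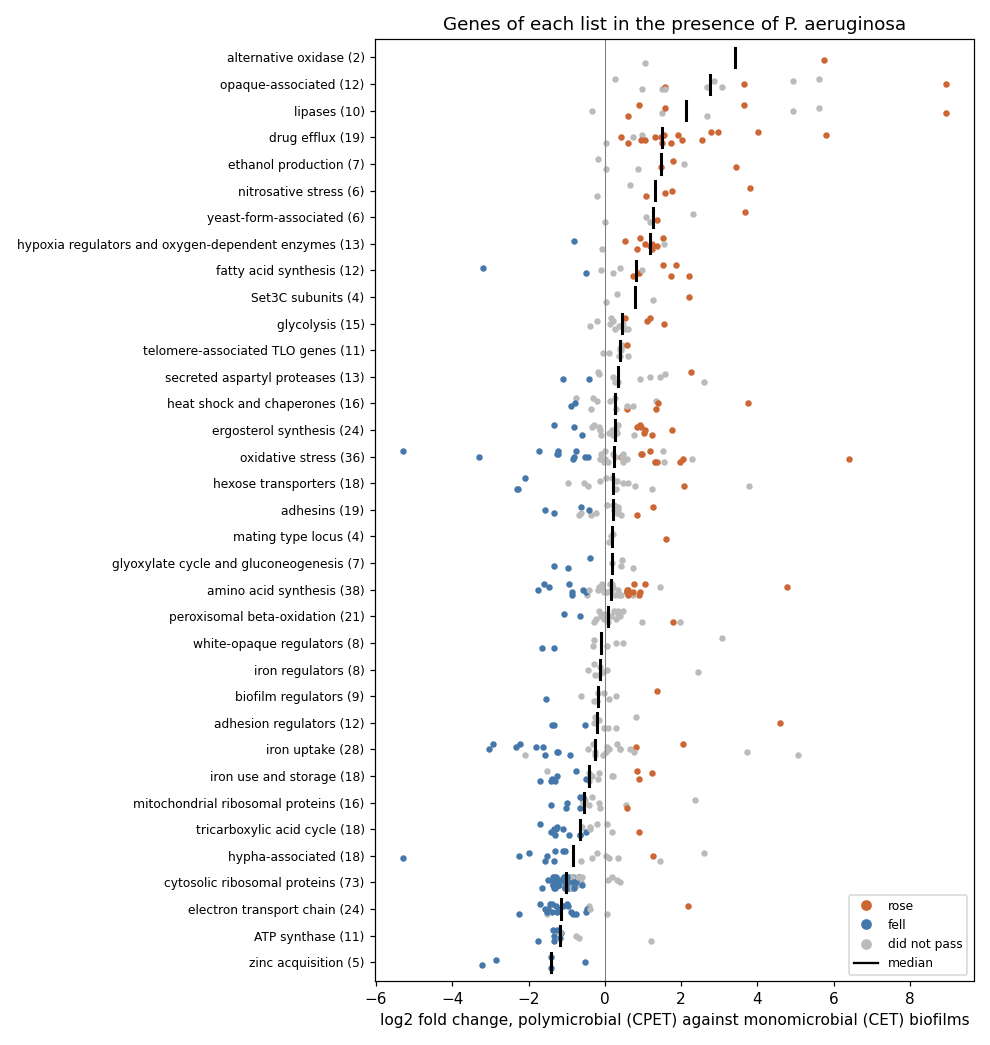
Log2 fold change of each measured gene (points) between polymicrobial (CPET) and monomicrobial (CET) biofilms, by list, with the number of measured genes in brackets and the median as a bar. Orange points rose, blue points fell and grey points did not pass the limma test. The medians of the lists run from -1.40 for zinc acquisition to 3.41 for the alternative oxidase, a list of 2 neighbouring genes with reads estimated as shared.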

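The largest fall was that of *SOD5* (orf19.2060), a cell-wall superoxide dismutase of hyphae, from 233026 ± 65309.6 normalized counts in monomicrobial to 5747 ± 556 in polymicrobial biofilms (SD, n = 3), a log2 fold change of -5.30 (standard error 0.22, limma adjusted p = 0.000115). The manganese superoxide dismutase *SOD3* (orf19.7111.1) fell by 3.31 on the log2 scale (standard error 0.53, limma adjusted p = 0.00655), and orf19.5517, similar to alcohol dehydrogenases, had a log2 fold change of -3.26 (standard error 0.15, limma adjusted p = 0.000132). orf19.7056, of unknown function, was at -4.66 (standard error 0.18, limma adjusted p = 8.57e-05), and orf19.4450.1, conserved among related yeasts, at -4.57 (standard error 0.90, limma adjusted p = 0.0132), whose call was lost without monomicrobial replicate 1. Ribosomal RNA that remained after depletion also differed between the conditions. RDN58, the 5.8S RNA, had a log2 fold change of -4.00 (standard error 0.80, limma adjusted p = 0.014), and the spacers ITS1 and ITS2 had -4.94 and -4.50 (limma adjusted p = 0.0157 and 0.0349), calls that edgeR did not make (adjusted p = 0.0519 and 0.0781). In the monomicrobial libraries the most abundant feature was the 25S RNA, with 2.29%, 6.88% and 16.8% of the reads, and no feature held more than 3.00% of the reads of a polymicrobial library.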

For repressed genes below the Log2FC threshold of −1, 79 out of 264 (29.92%) genes were annotated to at least one GO term. For induced genes above the Log2FC threshold of 1,184 of 653 (28.18%) genes were annotated to at least GO term. 

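Among the largest rises were features with almost no reads in monomicrobial biofilms. orf19.7167, a putative adhesin-like gene, and orf19.4653, similar to genes of anchored cell-wall proteins, had log2 fold changes of 6.80 (standard error 0.95, limma adjusted p = 0.00412) and 7.14 (standard error 1.05, limma adjusted p = 0.0049), the latter at 4.76 without shared reads (limma adjusted p = 0.0079). The tRNA genes tA(UGC)2 and tR(CCU)1 rose by 7.08 and 6.97 on the log2 scale (limma adjusted p = 0.00042 and 0.00287). Most reads of some of these features were shared with their neighbours. snR189b, a small nucleolar RNA, rose by 9.12 (standard error 0.54, limma adjusted p = 0.000258), but of its 3130, 7245 and 4016 reads in the polymicrobial libraries an estimated 0, 7248 and 4019 were shared, and without them its log2 fold change was 0.96 (limma adjusted p = 0.832). tQ(CUG)1 was at 7.82 before and 2.36 after the shared reads were subtracted (limma adjusted p = 0.000295 and 0.097), and orf19.149, of unknown function, at 6.41 and 3.70 (limma adjusted p = 0.0409 and 0.117). For tK(CUU)2, with a log2 fold change of 6.62 (standard error 0.59, limma adjusted p = 0.000903), too few reads were left for a test after subtraction.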

Genes associated with each GO term can be found in Supplementary Table S3.

**Table 1:** **Overrepresented GO Terms of *C. albicans* repressed genes in response to co-incubation with *P. aeruginosa* in a polymicrobial biofilm.** Over-represented Gene Ontology (GO) terms with PANTHER (Mi *et al.* 2013) of significantly (*p*adj < 0.05) differentially expressed genes with a log_2_ fold change threshold of 1/-1. Significance based on Fisher’s Exact with False Discovery Rate (FDR) multiple test correction. Unclassified indicates genes that could not be attributed to a specific GO term.

GO term	No. of differentially expressed genes	Fold enrichment	*P*-value	FDR
**Cellular localization of products of repressed genes according to GO cellular component**				
Cytosolic small ribosomal subunit (GO : 0022627)	3	24.04	0.000873	0.0157
Mitochondrial respiratory chain complex III (GO : 0005750)	3	24.04	0.000873	0.0153
Proton-transporting ATP synthase complex, catalytic core F(1) (GO : 0045261)	3	19.23	0.00137	0.0221
Proton-transporting ATP synthase complex, coupling factor F(o) (GO : 0045263)	4	12.82	0.000641	0.0118
Hyphal cell wall (GO : 0030446)	16	7.54	2.78E-09	1.07E-07
Cell surface (GO : 0009986)	26	5.02	7.59E-11	4.09E-09
Yeast-form cell wall (GO : 0030445)	8	4.75	0.000506	0.00952
Plasma membrane (GO : 0005886)	41	3.4	1.54E-11	8.91E-10
Extracellular region (GO : 0005576)	21	3.32	3.32E-06	9.94E-05
Cellular component (GO : 0005575)	174	1.26	5.94E-10	2.4E-08
Unclassified	18	0.33	5.94E-10	2.53E-08
**Function of repressed genes according to GO biological process**				
Cellular zinc ion homeostasis (GO : 0006882)	3	32.05	0.00051	0.02
Hydrogen peroxide catabolic process (GO : 0042744)	3	32.05	0.00051	0.0199
ATP synthesis coupled proton transport (GO : 0015986)	8	15.08	4.23E-07	4.1E-05
Tricarboxylic acid cycle (GO : 0006099)	8	12.21	1.51E-06	0.000118
Cellular iron ion homeostasis (GO : 0006879)	6	11.31	4.66E-05	0.00234
Electron transport chain (GO : 0022900)	13	7.71	7.19E-08	8.48E-06
Cellular oxidant detoxification (GO : 0098869)	6	7.69	0.000278	0.0115
Cellular response to reactive oxygen species (GO : 0034614)	5	7.28	0.00113	0.0404
Translation (GO : 0006412)	46	6.55	5.97E-23	2.6E-19
Cell adhesion (GO : 0007155)	9	3.61	0.00139	0.0488
Symbiosis, encompassing mutualism through parasitism (GO : 0044403)	13	3.39	0.000219	0.0092
Pathogenesis (GO : 0009405)	27	2.57	1.13E-05	0.000695
Response to external stimulus (GO : 0009605)	20	2.26	0.000881	0.0318
Filamentous growth of a population of unicellular organisms (GO : 0044182)	28	2.06	0.000345	0.0139
Biological process (GO : 0008150)	182	1.16	3.66E-07	3.63E-05
Unclassified	10	0.29	3.66E-07	3.71E-05

**Table 2:** **Overrepresented GO Terms of *C. albicans* induced genes in response to co-incubation with *P. aeruginosa* in a polymicrobial biofilm.** Overrepresented Gene Ontology (GO) terms with PANTHER (Mi *et al.* 2013) of significantly (*p*adj < 0.05) differentially expressed genes with a log_2_ fold change threshold of 1/-1. Significance based on Fisher’s Exact with False Discovery Rate (FDR) multiple test correction. Unclassified indicates genes that could not be attributed to a specific GO term.

GO term	No. of differentially expressed genes	Fold enrichment	*P*-value	FDR
**Cellular localization of products of repressed genes according to GO cellular component**				
Membrane raft (GO : 0045121)	6	10.76	8.6E-05	0.0058
Anchored component of membrane (GO : 0031225)	23	5.05	2.12E-09	4.28E-07
Cell surface (GO : 0009986)	31	4.02	4.41E-10	1.19E-07
Extracellular region (GO : 0005576)	35	3.71	2.09E-10	8.44E-08
Fungal-type cell wall (GO : 0009277)	21	3.2	8.29E-06	0.000745
Plasma membrane (GO : 0005886)	40	2.22	4.6E-06	0.000465
Macromolecular complex (GO : 0032991)	20	0.47	7.33E-05	0.00539
**Function of repressed genes according to GO biological process**				
Xenobiotic transport (GO : 0042908)	4	21.51	0.000232	0.0361
Organic hydroxy compound transport (GO : 0015850)	6	10.76	8.6E-05	0.0156
Drug export (GO : 0046618)	5	10.76	0.000347	0.0421
Lipid catabolic process (GO : 0016042)	9	6.45	3.88E-05	0.00995
Fatty acid biosynthetic process (GO : 0006633)	7	6.27	0.000332	0.0414
Alcohol biosynthetic process (GO : 0046165)	8	5.55	0.000254	0.0357
Adhesion of symbiont to host (GO : 0044406)	10	4.58	0.000172	0.0279
Cellular response to oxidative stress (GO : 0034599)	14	3.76	5.97E-05	0.0124
Pathogenesis (GO : 0009405)	45	2.87	8.65E-10	1.26E-06
Biofilm formation (GO : 0042710)	17	2.79	0.000276	0.0365
Carbohydrate metabolic process (GO : 0005975)	19	2.59	0.000296	0.0379
Cellular response to drug (GO : 0035690)	28	2.08	0.000415	0.0476
Oxidation-reduction process (GO : 0055114)	40	2.04	3.23E-05	0.0101
Biological process (GO : 0008150)	258	1.1	0.000238	0.0358
Unclassified	28	0.54	0.000238	0.0346

### Confirmation of RNA-Seq data with NanoString

The fold change obtained using RNA-Seq compared with that from NanoString, using selected genes of interest is shown in Supplementary Table S2. The similarity between the transcript levels obtained from the two platforms indicates consistency in the data generated for the analysis. Figure 2 indicates the linear correlation between RNA-Seq compared to Nanostring concerning the genes in Supplementary Table S2 with a correlation coefficient (*r*) of 0.90 and *R*^2^ of 0.82.

**Figure 2:**
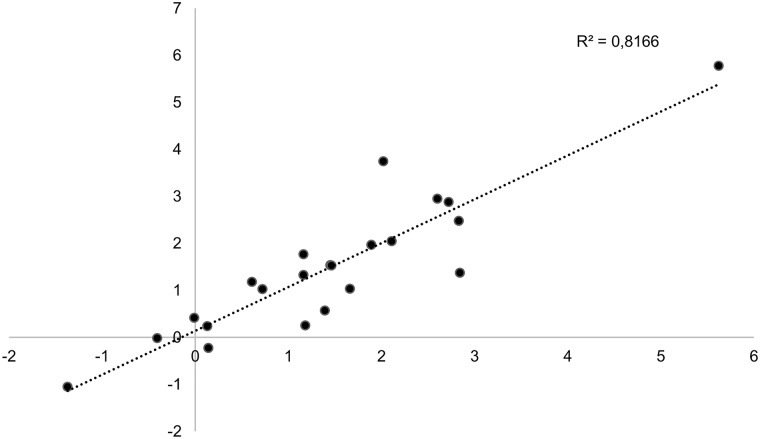
Correlation between Log2fold change values through Nanostring compared to RNA-Seq. Scatter plot of the Log2fold change values obtained through RNA-Seq and Nanostring of genes of interest (Supplementary Table S2) indicating the correlation between these two methods (*R*^2^ = 0.817).

### Response to low-oxygen levels

In our data set, genes involved in ATP synthesis, tricarboxylic acid cycle as well as electron transport chain are repressed. 

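Genes of the ATP synthase, the electron transport chain and the tricarboxylic acid cycle fell in polymicrobial biofilms. *ATP1* (orf19.6854), the alpha subunit of the ATP synthase, was at 38324 ± 6695 normalized counts with and 128979 ± 26171 without *P. aeruginosa* (SD, n = 3), a log2 fold change of -1.75 (standard error 0.20, limma adjusted p = 0.0019), and *ATP18* (orf19.2066.1) had -1.36 (standard error 0.26, limma adjusted p = 0.0123). Of 11 measured subunits, 0 rose, 7 fell and 4 did not pass (0 rose and 9 fell when adjusted over the list alone, camera adjusted p = 0.00028, and adjusted p = 0.507 with an estimated correlation). In the electron transport chain, 1 rose, 19 fell and 4 did not pass of 24 measured genes (1 rose and 20 fell when adjusted over the list alone, camera adjusted p = 9.79e-08, and adjusted p = 0.279 with an estimated correlation). *COX7* (orf19.227), a subunit of cytochrome c oxidase, had a log2 fold change of -2.25 (standard error 0.37, limma adjusted p = 0.0069), and *RIP1* (orf19.5893), the iron-sulfur protein of complex III, one of -1.70 (standard error 0.17, limma adjusted p = 0.00122). The gene that rose was *YMX6* (orf19.5713), a putative NADH dehydrogenase, with 2.18 (standard error 0.14, limma adjusted p = 0.000319). Of 18 genes of the tricarboxylic acid cycle, 1 rose, 11 fell and 6 did not pass (1 rose and 12 fell when adjusted over the list alone, camera adjusted p = 0.00026, and adjusted p = 0.507 with an estimated correlation). *FUM12* (orf19.6724), a fumarase, was lowest at -1.70 (standard error 0.13, limma adjusted p = 0.000616). *ACO1*, *IDH2* and *QCR2* in these lists were taken from the paper, so their direction is not independent evidence.

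**Figure D2:**
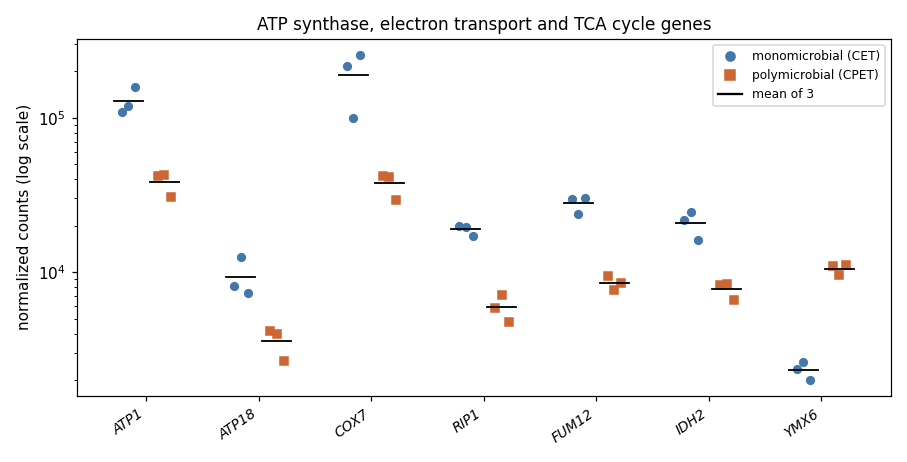
Normalized counts (log scale) of genes of the ATP synthase, the electron transport chain and the tricarboxylic acid cycle in each of 3 monomicrobial (circles) and 3 polymicrobial (squares) biofilms, with the mean as a bar. All genes drawn were lower in polymicrobial biofilms except *YMX6*.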

Interestingly, induction of genes related to carbohydrate metabolic process is seen. This response is expected during fermentative growth (Askew *et al.* 2009). In addition, several genes involved in ethanol production (*ADH5*, *ADH3*, orf19.4504, and *ADH2*) are induced in our data set (Supplementary Table S1). 

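Of 15 measured genes of glycolysis, 4 rose, 0 fell and 11 did not pass (4 rose and 0 fell when adjusted over the list alone). *HXK1* (orf19.2154), an N-acetylglucosamine kinase, was at 6759 ± 904 normalized counts in polymicrobial and 2656 ± 1826 in monomicrobial biofilms (SD, n = 3), a log2 fold change of 1.54 (standard error 0.44, limma adjusted p = 0.042), and the glucokinase *GLK4* (orf19.6116) had 1.18 (standard error 0.28, limma adjusted p = 0.025). The list had a median log2 fold change of 0.46, with members from -0.39 to 1.54, and was not called (camera adjusted p = 0.0562, and adjusted p = 0.679 with an estimated correlation). After subtraction of shared reads its camera adjusted p was 0.0186. The call of *HXK1* was lost in edgeR and without any 1 of 5 of the 6 libraries, and that of *GLK4* without any 1 of 4.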

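*ADH5* (orf19.2608), a putative alcohol dehydrogenase, rose to 168183 ± 9198 normalized counts in polymicrobial biofilms from 51069.5 ± 19133 in monomicrobial biofilms (SD, n = 3), a log2 fold change of 1.79 (standard error 0.28, limma adjusted p = 0.00572). *ADH2* (orf19.5113) had a log2 fold change of 3.44 (standard error 0.71, limma adjusted p = 0.0149) and orf19.4504 one of 1.48 (standard error 0.36, limma adjusted p = 0.026). *ADH3* (orf19.4505) was at 2.08 (standard error 0.98, limma adjusted p = 0.16). Of 7 measured genes of ethanol production, which include these 4 from the paper and so are not independent evidence, 3 rose, 0 fell and 4 did not pass (3 rose and 0 fell when adjusted over the list alone, camera adjusted p = 0.0946, and adjusted p = 0.62 with an estimated correlation). Reads shared with neighbouring features made up most of *ADH3*, with an estimated 0, 7239.5 and 4069 of 488, 7699 and 4430 reads in the 3 polymicrobial libraries, and a large part of orf19.4504, with 0, 7239.5 and 4069 of 4429, 12468 and 9913. Without them *ADH3* was at -0.48 (limma adjusted p = 0.232) and orf19.4504 at 0.81 (limma adjusted p = 0.00384), while *ADH2*, with 7620.02, 76473 and 0 of 111172, 122508 and 25231 reads shared, was at 2.93 (limma adjusted p = 0.0102). The call of orf19.4504 was lost without any 1 of 5 of the 6 libraries, and that of *ADH2* without monomicrobial replicate 1.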

The repression of the tricarboxylic acid cycle and electron transport chain, together with the induction of the carbohydrate metabolic process and alcohol biosynthetic process may indicate that *C. albicans* relies more on fermentation for energy acquisition during co-incubation with *P. aeruginosa*.

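*AOX2* (orf19.4773), an alternative oxidase that passes electrons to oxygen without complex III or IV, was at 2554 ± 2639 normalized counts in polymicrobial and 35.8 ± 22.7 in monomicrobial biofilms (SD, n = 3), a log2 fold change of 5.75 (standard error 0.88, limma adjusted p = 0.00548). Its neighbour *AOX1* (orf19.4774) was at 1.06 (limma adjusted p = 0.15), so that of 2 measured genes 1 rose, 0 fell and 1 did not pass. *AOX2* had 6015, 1649 and 698 reads in the 3 polymicrobial libraries, and of the 7142, 3136 and 1866 reads of *AOX1* nearly as many, 5979, 1612 and 661, were estimated as shared. As *AOX2* alone sets this estimate, whether *AOX2* rose by itself or holds reads shared with *AOX1* stays open. In the glyoxylate cycle and gluconeogenesis, which yeasts use on carbon sources other than sugar, 0 rose, 3 fell and 4 did not pass of 7 measured genes (1 rose and 3 fell when adjusted over the list alone, camera adjusted p = 0.56, and adjusted p = 0.762 with an estimated correlation). *CIT1* (orf19.4393), citrate synthase, had a log2 fold change of -1.34 (standard error 0.26, limma adjusted p = 0.0131), and *ACS1* (orf19.1743), acetyl-CoA synthetase, one of -0.96 (standard error 0.10, limma adjusted p = 0.00153). *AOX1* is named here after its value was seen.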

Interestingly, genes involved in glycolysis, fermentation, stress response, cell wall, fatty acid, iron metabolism and hyphae specific genes are induced during hypoxia, whilst the tricarboxylic acid cycle, respiration and ATP synthesis are repressed (Askew *et al.* 2009). This response is similar to what is observed here in polymicrobial biofilms of *C. albicans* and *P. aeruginosa*, suggesting that the response of *C. albicans* toward *P. aeruginosa* may be dominated by the response toward hypoxia. 

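Enzymes that need oxygen rose in polymicrobial biofilms together with regulators of the hypoxic response. *OLE1* (orf19.5117), the fatty acid desaturase, was at 876201 ± 59304 normalized counts with *P. aeruginosa* and at 303926 ± 20476 without (SD, n = 3), a log2 fold change of 1.53 (standard error 0.15, limma adjusted p = 0.00129). Of 13 measured genes of this list, 10 rose, 1 fell and 2 did not pass (11 rose and 1 fell when adjusted over the list alone), with a median log2 fold change of 1.17 (camera adjusted p = 0.00026, and adjusted p = 0.279 with an estimated correlation). The one that fell was *ERG25* (orf19.3732), a sterol C4 methyl oxidase, with -0.80 (standard error 0.13, limma adjusted p = 0.007). *TYE7*, *GAL4* and *UPC2* of the list come from the paper and are not independent evidence. The paper proposes that hypoxia may dominate the response to *P. aeruginosa*. It argues from the lower expression of the tricarboxylic acid cycle and respiration together with the higher expression of carbohydrate metabolism. It finds this like the response of *C. albicans* to hypoxia in earlier work. The paper also cites the induction of ethanol genes, *TYE7* and *GAL4*, and roles of Upc2 and, in *S. cerevisiae*, of Sut1p in hypoxia.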

The carbohydrate metabolism of *C. albicans* in a hypoxic environment is regulated by Tye7p and Gal4p (Askew *et al.* 2009; Bonhomme *et al.* 2011). 

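*TYE7* (orf19.4941), a transcription factor that controls glycolysis, rose from 13375 ± 1364 normalized counts in monomicrobial to 30137 ± 2316 in polymicrobial biofilms (SD, n = 3), a log2 fold change of 1.17 (standard error 0.11, limma adjusted p = 0.00115). *GAL4* (orf19.5338), another regulator of carbohydrate metabolism, rose from 31610.5 ± 9157 to 79690.3 ± 6052, a log2 fold change of 1.37 (standard error 0.21, limma adjusted p = 0.00563). Both calls held without each library in turn and with edgeR.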

Confirming our observation, is the induction of *TYE7* (Table 3) as well as *GAL4* (Supplementary Table S1), the former of which is needed for growth and virulence in a hypoxic environment.

Aerobic metabolism by *P. aeruginosa* in polymicrobial biofilms with *C. albicans* may quickly deplete available oxygen in the biofilm, forcing hypoxia quicker than in *C. albicans* monomicrobial biofilms. In addition to induced hypoxia, inhibition of *C. albicans* metabolic activity due to the production of the redox-active phenazine compounds by *P. aeruginosa*, has been reported previously (Morales *et al.* 2013). Morales *et al.* (2013) reported an increase in fermentation products, such as ethanol, by *C. albicans*, due to the action of these phenazine compounds. Considering this, the observed effect on *C. albicans* carbohydrate metabolism may be due to not only hypoxia, but also phenazine production by *P. aeruginosa*. Interestingly, ethanol decreases *P. aeruginosa* motility and stimulates *P. aeruginosa* biofilm formation and phenazine production (Chen *et al.* 2014; Lewis *et al.* 2019).

### Stress responses

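Genes of drug efflux rose together in the presence of *P. aeruginosa*. *RTA3* (orf19.23), a membrane protein with a role in lipid asymmetry, was at 7176 ± 1313 normalized counts in polymicrobial and at 128 ± 23.6 in monomicrobial biofilms (SD, n = 3), a log2 fold change of 5.79 (standard error 0.23, limma adjusted p = 9.83e-05). Of 19 measured genes, 16 rose, 0 fell and 3 did not pass (17 rose and 0 fell when adjusted over the list alone), with log2 fold changes from 0.024 to 5.79 and a median of 1.49 (camera adjusted p = 2.82e-10, and adjusted p = 0.302 with an estimated correlation). The transporters *CDR1* (orf19.6000), *CDR2* (orf19.5958) and *MDR1* (orf19.5604), named here after their values were seen, had log2 fold changes of 1.49, 1.46 and 2.03 (limma adjusted p = 0.00255, 0.0102 and 0.000239). The list was fixed from textbook knowledge and takes no gene from the paper.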

GO biological process reveals a response toward stress (*e.g.*, chemical) with response to xenobiotic as well as drug and organic hydroxy compound transport being overrepresented. This response may be due to toxic phenazines produced by *P. aeruginosa*. In addition, the cellular response to oxidative stress is overrepresented in induced genes (Table 2). 

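Genes of oxidative stress went both ways. Of 36 measured genes, 9 rose, 11 fell and 16 did not pass (12 rose and 11 fell when adjusted over the list alone), with a median log2 fold change of 0.23 (camera adjusted p = 0.577, and adjusted p = 0.762 with an estimated correlation). Higher in polymicrobial biofilms were *OYE22* (orf19.3234), an NADPH oxidoreductase, with 2.05 (standard error 0.39, limma adjusted p = 0.0122), and *GTT1* (orf19.6998), a putative glutathione S-transferase, with 6.39 (standard error 1.23, limma adjusted p = 0.0123). Of the 53, 1545 and 591 reads of *GTT1* in the 3 polymicrobial libraries an estimated 0, 1508 and 563 were shared with neighbouring features, and its 3 monomicrobial libraries held 3, 3 and 2, so that the log2 fold change without shared reads was 3.18 (limma adjusted p = 0.0111). Among those that fell were the thioredoxin peroxidases *TSA1* (orf19.7417) and *TSA1B* (orf19.7398.1), named here after their values were seen, with -1.23 and -1.24 (limma adjusted p = 0.00813 and 0.00752), near-identical copies whose reads the counting cannot tell apart. fry found change in either direction over the list (mixed adjusted p = 1.24e-05). The call of *OYE22* was lost under quantile normalization, at 0.47, and that of *GTT1* without monomicrobial replicate 1.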

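*YHB1* (orf19.3707), the nitric oxide dioxygenase, was at 107906 ± 12416 normalized counts in polymicrobial and 7895 ± 2300.2 in monomicrobial biofilms (SD, n = 3), a log2 fold change of 3.80 (standard error 0.21, limma adjusted p = 0.000228). *FDH3* (orf19.7600), the S-nitrosoglutathione reductase, had a log2 fold change of 1.58 (standard error 0.17, limma adjusted p = 0.00168), and *CTA4* (orf19.7374), the regulator of the response to nitric oxide, one of 1.07 (standard error 0.095, limma adjusted p = 0.000903). *SSU1* (orf19.7313), a sulfite transporter that nitric oxide induces, had 1.75 (standard error 0.17, limma adjusted p = 0.00106). Of 6 measured genes of nitrosative stress, 4 rose, 0 fell and 2 did not pass (5 rose and 0 fell when adjusted over the list alone, camera adjusted p = 0.00297, and adjusted p = 0.279 with an estimated correlation). *YHB1*, *FDH3* and *CTA4* are the paper's genes, so the count is not independent evidence. All 4 calls held without each library in turn.

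**Figure D3:**
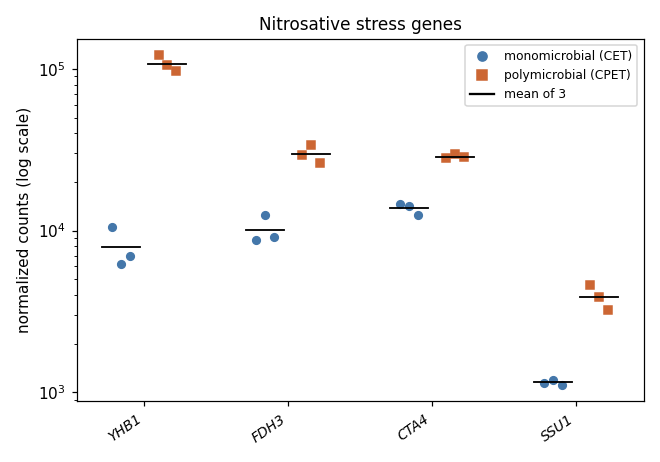
Normalized counts (log scale) of nitrosative stress genes in each of 3 monomicrobial (circles) and 3 polymicrobial (squares) biofilms, with the mean as a bar. For each gene all 3 polymicrobial values lie above the 3 monomicrobial values.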

The glutathione-dependent S-nitrosoglutathione reductase (encoded by *FDH3*), the nitric oxide dioxygenase (encoded by *YHB1*) as well as the transcriptional regulator (encoded by *CTA4*), playing a role in nitrosative radical detoxification, is induced in our data set (Supplementary Table S1). This may indicate a response to nitrosative stress of *C. albicans* in the presence of *P. aeruginosa* (Ullmann *et al.* 2004; Chiranand *et al.* 2008; Tillmann *et al.* 2015). Nitrosative radicals may be from both endogenous and exogenous origin, such as the use of nitrite as an alternative electron acceptor as well as from the redox-active phenazines produced by *P. aeruginosa* (Chiranand *et al.* 2008). 

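*CAT1* (orf19.6229), which encodes catalase, was at 11632 ± 5609 normalized counts in polymicrobial and 25888 ± 4656 in monomicrobial biofilms (SD, n = 3), a log2 fold change of -1.24 (standard error 0.34, limma adjusted p = 0.0374). *SOD6* (orf19.2108) rose from 901 ± 259 to 2197 ± 207, a log2 fold change of 1.32 (standard error 0.23, limma adjusted p = 0.00907). *SOD1* (orf19.2770.1), the copper and zinc superoxide dismutase of the cytosol, was at 10423 ± 4839 against 3597 ± 1858, a log2 fold change of 1.56 (standard error 0.49, limma adjusted p = 0.0569). The call of *CAT1* was lost in edgeR (adjusted p = 0.0555) and without any 1 of 5 of the 6 libraries, and an estimated 0, 6481 and 0 of its 10374, 20157 and 8116 polymicrobial reads were shared with neighbouring features. With shared reads subtracted over all genes, *CAT1* was at -1.43 (limma adjusted p = 0.00333).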

Although the gene encoding for catalase, *CAT1*, playing a role in oxidative stress response, is repressed in our data set, the genes encoding for superoxide dismutase (SOD) *SOD1* and *SOD6* are significantly induced (Supplementary Table S1). SODs protect cells against reactive oxygen species generated by the mitochondrial respiratory chain and external sources such as the oxidative burst during phagocytosis. *SOD1* has been linked to virulence (Martchenko *et al.* 2004), while the function of *SOD6* still needs to be elucidated (Frohner *et al.* 2009). Interestingly, the mitochondrial SOD, encoded by *SOD2*, is not differentially regulated, indicating that the possible increase in oxidative stress is localized in the cytosol, and not due to mitochondrial activity. This may indicate that the source of oxidative stress is not due to cellular activity, but due to external factors, such as phenazines, entering the cell.

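*SOD2* (orf19.3340), the mitochondrial superoxide dismutase, was at 2732 ± 976 normalized counts in polymicrobial and 2839.6 ± 1303 in monomicrobial biofilms (SD, n = 3), a log2 fold change of -0.0056 (standard error 0.46, limma adjusted p = 0.994). No alternative setting called it, with adjusted p from 0.415 to 0.994 over 24 alternatives. Of the 6 superoxide dismutase genes, *SOD6* rose, *SOD5* and *SOD3* fell, and *SOD1*, *SOD2* and *SOD4* (orf19.2062) did not pass, the last at a log2 fold change of 0.21 (limma adjusted p = 0.521) and named here after its value was seen.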

### Membrane formation and organization

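The secreted lipases *LIP8* (orf19.1345) and *LIP9* (orf19.5172) rose in polymicrobial biofilms. *LIP8* was at 18493 ± 1837 normalized counts against 6185 ± 371 in monomicrobial biofilms (SD, n = 3), a log2 fold change of 1.58 (standard error 0.11, limma adjusted p = 0.00042), and *LIP9* at 489.7 ± 191 against 37.2 ± 11.8, a log2 fold change of 3.64 (standard error 0.47, limma adjusted p = 0.00315). *LIP10* (orf19.4822) rose by 8.95 (standard error 1.49, limma adjusted p = 0.0073). *LIP2* was at 4.92 (standard error 2.15, limma adjusted p = 0.133), *LIP1* (orf19.4821) at 2.67 (standard error 1.14, limma adjusted p = 0.125), *LIP3* (orf19.4856) at 5.61 (standard error 1.81, limma adjusted p = 0.0626) and *LIP6* (orf19.4823) at 1.49 (standard error 0.58, limma adjusted p = 0.1). Of 10 measured lipase genes, 7 of them taken from the paper and so not independent evidence, 5 rose, 0 fell and 5 did not pass (6 rose and 0 fell when adjusted over the list alone, camera adjusted p = 0.00312, and adjusted p = 0.279 with an estimated correlation). *LIP2*, *LIP1*, *LIP10*, *LIP6* and *LIP3* lie on chromosome 1 among 74 features, from *LIP2* to *WOR1* in the order of systematic names, that each had at least 5227 reads in polymicrobial replicate 1 and at least 1184 in replicate 2, where the lowest was 2 in replicate 3 and 0 to 6 in the monomicrobial libraries. *LIP3*, for example, had 5262, 4690 and 50 reads in the 3 polymicrobial libraries, of which an estimated 5219, 4606 and 0 were shared with its neighbours. Without shared reads the log2 fold changes were -0.32 for *LIP2*, -0.63 for *LIP1*, 1.38 for *LIP3* and 0.081 for *LIP6* (limma adjusted p = 0.774, 0.18, 0.116 and 0.765), and 5.84 for *LIP10* (limma adjusted p = 0.00234), which had 5356, 4732 and 174 reads, an estimated 5179, 4515 and 0 of them shared, against 6, 0 and 2 in the monomicrobial libraries. With polymicrobial replicate 3 left out, limma called *LIP1*, *LIP2*, *LIP3* and *LIP6*, which did not pass with all libraries.

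**Figure D4:**
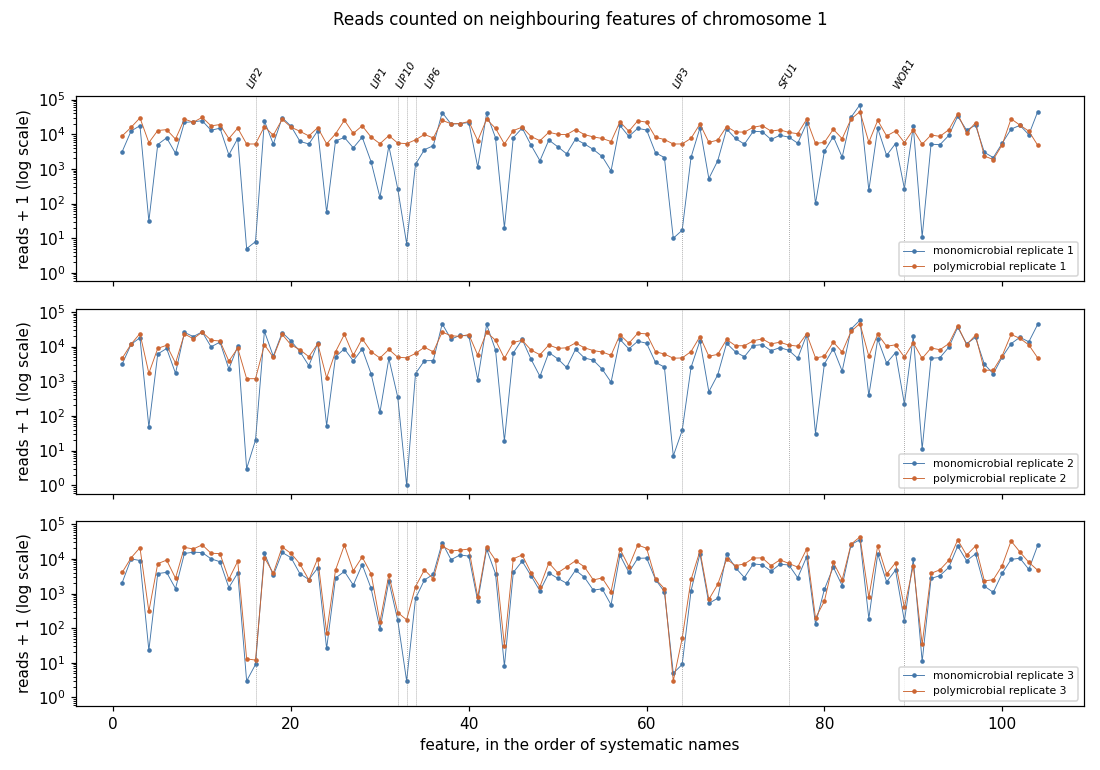
Reads plus 1 (log scale) on neighbouring features of chromosome 1, in the order of their systematic names, in the monomicrobial (blue) and polymicrobial (orange) library of each replicate number, with dotted lines at the lipase genes, *SFU1* and *WOR1*. In polymicrobial replicates 1 and 2 no feature from *LIP2* to *WOR1* falls below 5227 and 1184 reads, and in the other libraries features fall to between 0 and 6 reads.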

Lipid catabolic process, including lipase genes (*LIP1—LIP3*, *LIP6*, *LIP8—LIP10*), catalyzing hydrolysis or synthesis of triacyclglycerols (Schofield *et al.* 2005; Gácser *et al.* 2007) is overrepresented in induced genes (Table 2). In addition, fatty acid biosynthetic process is induced, possibly to counteract physical damage to *C. albicans* plasma membrane by *P. aeruginosa* (Brand *et al.* 2008). 

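Genes of fatty acid synthesis went both ways, and more of them rose than fell. *ACC1* (orf19.7466), acetyl-CoA carboxylase, was at 857199 ± 52273 normalized counts in polymicrobial and 186862 ± 18552 in monomicrobial biofilms (SD, n = 3), a log2 fold change of 2.20 (standard error 0.15, limma adjusted p = 0.00042), and *FAS1* (orf19.979), a subunit of fatty acid synthase, had 1.85 (standard error 0.15, limma adjusted p = 0.000631). *FAD3* (orf19.4933), the omega-3 desaturase, fell by 3.19 on the log2 scale (standard error 0.27, limma adjusted p = 0.000786), and *FEN1* (orf19.6343), a fatty acid elongase, had -0.49 (standard error 0.15, limma adjusted p = 0.0495). Of 12 measured genes, 6 rose, 2 fell and 4 did not pass (6 rose and 2 fell when adjusted over the list alone, camera adjusted p = 0.0167, and adjusted p = 0.507 with an estimated correlation). The call of *FEN1* was lost under 3 other settings and without any 1 of 5 of the 6 libraries.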

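*STP4* (orf19.909), a transcription factor with a zinc finger, was at 44016 ± 5379 normalized counts in polymicrobial and 8035 ± 1352 in monomicrobial biofilms (SD, n = 3), a log2 fold change of 2.46 (standard error 0.16, limma adjusted p = 0.000319). *SUT1* (orf19.4342), a factor of sterol uptake, rose from 355 ± 38.5 to 2449 ± 312, a log2 fold change of 2.78 (standard error 0.19, limma adjusted p = 0.000415). *UPC2*, which controls ergosterol genes, was at 57379 ± 49385 against 15514 ± 414, a log2 fold change of 1.56 (standard error 0.53, limma adjusted p = 0.0725). Polymicrobial replicate 1 decided its value, since without this library the log2 fold change of *UPC2* was 0.90 and it passed, while its adjusted p over 24 alternatives ranged from 0.000845 to 0.176. Its neighbours *CDC42* (orf19.390), *CAF16* (orf19.388) and orf19.392, named for their place and not by their values, had 105054, 12996 and 17143, 98119, 7192 and 7739 and 99057, 7569 and 9322 reads in the 3 polymicrobial libraries.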

Importantly, several TFs, with roles in membrane and cell wall synthesis, such as *UPC2*, *STP4*, and *SUT1* are overrepresented in our data set and are significantly differentially expressed (Supplementary Table S1). In addition, Upc2 is associated with the regulation of a hypoxic response, inducing genes involved in ergosterol biosynthesis (MacPherson *et al.* 2005; Synnott *et al.* 2010) and Sut1p is involved in sterol uptake during hypoxia in *S. cerevsiae* (Foster *et al.* 2013). 

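Of 24 measured genes of ergosterol synthesis, 7 rose, 3 fell and 14 did not pass (9 rose and 3 fell when adjusted over the list alone, camera adjusted p = 0.111, and adjusted p = 0.679 with an estimated correlation). *ERG24* (orf19.1598), the C14 sterol reductase, was at 11204 ± 1542 normalized counts in polymicrobial and 3599.5 ± 1915 in monomicrobial biofilms (SD, n = 3), a log2 fold change of 1.75 (standard error 0.35, limma adjusted p = 0.0139), and *ERG1* (orf19.406), squalene epoxidase, had 1.24 (standard error 0.11, limma adjusted p = 0.000883). *ERG13* (orf19.7312), HMG-CoA synthase of the early mevalonate steps, fell by 1.34 on the log2 scale (standard error 0.14, limma adjusted p = 0.0013), and *ERG25*, which acts after squalene, had -0.80 (standard error 0.13, limma adjusted p = 0.007). The call of *ERG24* was lost without monomicrobial replicate 1.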

Interestingly, Sut1p is also involved in zinc acquisition in *C. albicans* (Xu *et al.* 2015).

### Iron and zinc homeostasis

Previous research suggests that *C. albicans* in combination with *P. aeruginosa* elicits an iron-deprivation response in *C. albicans* due to rapid iron-sequestration by *P. aeruginosa* siderophores (Singh *et al.* 2011; Purschke *et al.* 2012; Trejo-Hernández *et al.* 2014). This iron-deficient response is mediated by a Cap2-HAP complex, affecting various genes including three iron uptake pathways and repression of iron utilization and storage (Singh *et al.* 2011). However, closer examination of our data revealed only a modest response toward iron deprivation in terms of repression of iron utilization genes [including *ACO1* and *IDH2* (involved in aerobic respiration), *QCR2* (respiratory electron transport chain) and haem containing proteins, like *CAT1* (hydrogen peroxide detoxification)], indicating a possible reduced dependency on iron (Table 1). This repression of iron usage genes is similar to the results obtained by Trejo-Hernández *et al.* (2014) in a proteomic study of monomicrobial and polymicrobial biofilms. 

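*ACO1* (orf19.6385), aconitase, fell from 40569 ± 4513 normalized counts in monomicrobial to 16660.2 ± 3735 in polymicrobial biofilms (SD, n = 3), a log2 fold change of -1.30 (standard error 0.19, limma adjusted p = 0.00456). *IDH2* (orf19.5791), isocitrate dehydrogenase, had a log2 fold change of -1.41 (standard error 0.18, limma adjusted p = 0.00321), and *QCR2* (orf19.2644), a subunit of complex III, one of -1.52 (standard error 0.46, limma adjusted p = 0.0529). Of 18 measured genes of iron use and storage, 3 rose, 7 fell and 8 did not pass (3 rose and 9 fell when adjusted over the list alone, camera adjusted p = 0.0679, and adjusted p = 0.62 with an estimated correlation). *ACO1*, *IDH2*, *QCR2* and *CAT1* of this list are the paper's and not independent evidence. Among those that rose was *HEM13* (orf19.2803), coproporphyrinogen oxidase of heme synthesis, with 1.24 (standard error 0.16, limma adjusted p = 0.00334). *QCR2* passed under 14 of 24 alternatives, edgeR among them (adjusted p = 0.0476), and its adjusted p over all of them ranged from 0.00157 to 0.161.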

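*SEF1* (orf19.3753), the activator of iron uptake genes, was at 39127 ± 587 normalized counts in polymicrobial and 41108 ± 5954 in monomicrobial biofilms (SD, n = 3), a log2 fold change of -0.061 (standard error 0.12, limma adjusted p = 0.737). *HAP43* (orf19.681), which represses iron use, had a log2 fold change of -0.27 (standard error 0.13, limma adjusted p = 0.169), and *SFU1* (orf19.4869), which represses iron uptake, one of 0.050 (standard error 0.20, limma adjusted p = 0.876). Of 8 measured regulators, 3 of them the paper's, 0 rose, 0 fell and 8 did not pass (0 rose and 0 fell when adjusted over the list alone, camera adjusted p = 0.56, and adjusted p = 0.762 with an estimated correlation). An estimated 5364, 4637 and 0 of the 11309, 11006 and 7377 polymicrobial reads of *SFU1* were shared with neighbouring features, and without these *SFU1* was lower at -0.52 (limma adjusted p = 0.0288), whereas no reads were taken off it where 2 features had to agree in the estimate. *HAP43* passed without monomicrobial replicate 1, at -0.41, and its adjusted p over 24 alternatives ranged from 0.0425 to 0.35.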

None of the transcription factors (*SFU1*, *SEF1*, or *HAP43*) involved in iron regulation (Chen *et al.* 2011; Singh *et al.* 2011) was differentially regulated at 6 hours of co-incubation.

Strikingly, several genes involved in iron uptake and usage is repressed in our data set, resembling an abundance of iron compared to monomicrobial biofilms. These genes include components of the reductive iron pathway, namely those that encode the high-affinity iron permease *FTR1*, the multicopper ferroxidase *FET34*, the ferric/cupric reductase *CFL2*, the ferritin receptor *ALS3* and the heme oxygenase *HMX1*. This may indicate that less iron is required for cellular growth when *C. albicans* is co-incubated with *P. aeruginosa*, possibly due to growth repression. This contrasts with what has been reported before (Trejo-Hernández *et al.* 2014), although this may be due to differences in incubation conditions and duration of biofilm formation.

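*CFL2* (orf19.1264), a ferric reductase, was at 1865 ± 286 normalized counts in polymicrobial and 15256 ± 7089.6 in monomicrobial biofilms (SD, n = 3), a log2 fold change of -2.92 (standard error 0.36, limma adjusted p = 0.00271). The iron permease *FTR1* (orf19.7219) had a log2 fold change of -1.23 (standard error 0.28, limma adjusted p = 0.0217), the ferroxidase *FET34* (orf19.4215) one of -1.26 (standard error 0.14, limma adjusted p = 0.00199) and the heme oxygenase *HMX1* (orf19.6073) one of -1.62 (standard error 0.086, limma adjusted p = 0.000208). *ALS3* (orf19.1816), an adhesin that also binds ferritin, had -1.58 (standard error 0.21, limma adjusted p = 0.00354), and *CSA1* (orf19.7114), a cell-wall protein that takes up heme, -3.04 (standard error 0.53, limma adjusted p = 0.00856). Of 28 measured genes of iron uptake, 2 rose, 10 fell and 16 did not pass (3 rose and 11 fell when adjusted over the list alone, camera adjusted p = 0.0674, and adjusted p = 0.679 with an estimated correlation). Of these, *FTR1*, *FET34*, *CFL2*, *ALS3* and *HMX1* are the paper's and not independent evidence. The genes that rose were *PGA10* (orf19.5674), another protein of heme uptake, with 2.04 (standard error 0.52, limma adjusted p = 0.0311), and the ferric reductase *FRE10* (orf19.1415), with 0.83 (standard error 0.22, limma adjusted p = 0.0341). The call of *FTR1* was lost without polymicrobial replicate 2 or 3, and those of *PGA10* and *FRE10* each without any 1 of 4 of the 6 libraries.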

Genes involved in zinc acquisition are repressed in our data set (Supplementary Table S1), including components of a “zincophore” system, namely, the genes encoding zinc transporters (*ZRT1*, *ZRT2*, and *ZRT3*) as well as the extracellular zinc binding protein *PRA1*, responsible for zinc sequestration (Böttcher *et al.* 2015; Łoboda and Rowińska-Źyrek 2017). This “zincophore” system is under positive regulation of Csr1p (also known as Zap1p). 

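The zinc scavenger *PRA1* (orf19.3111) fell from 942916 ± 204945 normalized counts in monomicrobial to 100666 ± 11815 in polymicrobial biofilms (SD, n = 3), a log2 fold change of -3.21 (standard error 0.20, limma adjusted p = 0.000295). The zinc transporters *ZRT1* (orf19.3112) and *ZRT2* (orf19.1585) had log2 fold changes of -2.87 (standard error 0.27, limma adjusted p = 0.00106) and -1.40 (standard error 0.17, limma adjusted p = 0.00236). Of 5 measured genes of zinc acquisition, 0 rose, 5 fell and 0 did not pass (0 rose and 5 fell when adjusted over the list alone, camera adjusted p = 0.000345, and adjusted p = 0.313 with an estimated correlation). All but 1 of them were taken from the paper, so the count is not independent evidence. The calls of *PRA1*, *ZRT1* and *ZRT2* held without each library in turn and with edgeR. No feature of the tables carries the name *ZRT3*.

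**Figure D5:**
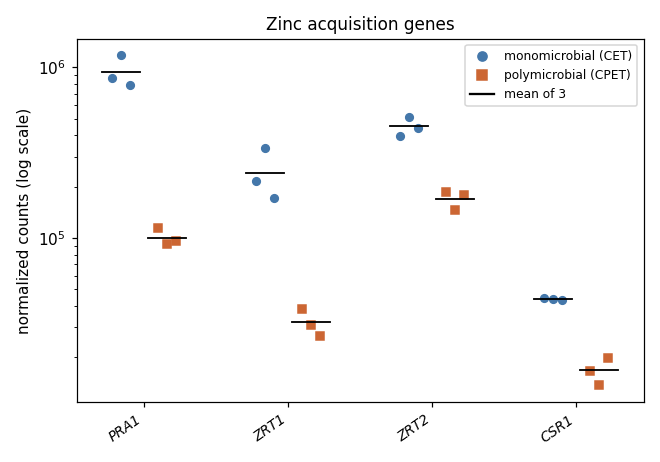
Normalized counts (log scale) of zinc acquisition genes in each of 3 monomicrobial (circles) and 3 polymicrobial (squares) biofilms, with the mean as a bar. For each gene all 3 polymicrobial values lie below the 3 monomicrobial values.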

*CSR1* is repressed in our data set, indicating that *C. albicans* is under less zinc-limitation during co-incubation with *P. aeruginosa*, similar to the effect on iron, discussed above.

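*CSR1* (orf19.3794), the activator of zinc acquisition genes, was at 16767 ± 3116 normalized counts in polymicrobial and 43876 ± 554 in monomicrobial biofilms (SD, n = 3), a log2 fold change of -1.40 (standard error 0.15, limma adjusted p = 0.0014). The member of the list that is not from the paper, *ZRC1* (orf19.1536), a vacuolar zinc transporter named here after its value was seen, had -0.52 (standard error 0.14, limma adjusted p = 0.0344).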

### Morphogenesis and biofilm formation

Scanning electron micrographs (Figure 3) indicate the attached *C. albicans* hyphae in monomicrobial and polymicrobial biofilms after 6 hours of incubation. In the polymicrobial biofilms, *P. aeruginosa* attached to the hyphae can be seen. Previous research found that *C. albicans* morphogenesis is inhibited in the presence of *P. aeruginosa* due to the N-acyl-homoserine lactone (AHL), 3-oxo-homoserine lactone, produced by the bacterium (Hogan *et al.* 2004). *C. albicans* yeast and pseudohyphal morphologies are characterized by a morphology dependent set of expressed genes. Similarly, true hyphae formation is transcriptionally unique (Bensen *et al.* 2002) and include *HWP1*, *ECE1*, *HYR1*, *RBT1*, *RBT4*, *RBT5*, and *WAP1*, which encode GPI-modified cell wall proteins. 

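*ECE1* (orf19.3374), which encodes the peptide toxin of hyphae, fell from 357611 ± 111619 normalized counts in monomicrobial to 91683 ± 35099.5 in polymicrobial biofilms (SD, n = 3), a log2 fold change of -1.99 (standard error 0.34, limma adjusted p = 0.00818). *HWP1* (orf19.1321), a cell-wall adhesin of hyphae, had a log2 fold change of -1.33 (standard error 0.26, limma adjusted p = 0.0122). Of 18 measured hypha-associated genes, 1 rose, 9 fell and 8 did not pass (2 rose and 9 fell when adjusted over the list alone), with a median log2 fold change of -0.83 (camera adjusted p = 0.00788, and adjusted p = 0.62 with an estimated correlation). *HWP1*, *ECE1*, *HYR1*, *RBT1*, *RBT4*, *RBT5* and *CHT2* of this list are the paper's and not independent evidence. *RBT1* (orf19.1327), *RBT4* (orf19.6202) and *RBT5* (orf19.5636) were at -0.61, -0.32 and 0.031 (limma adjusted p = 0.281, 0.708 and 0.976), with standard errors of 0.40, 0.59 and 0.63. *RBT1* passed without polymicrobial replicate 1, at -1.04, and an estimated 0, 6447 and 0 of the 5216, 13954 and 3106 polymicrobial reads of *RBT4* were shared with neighbouring features. No feature carries the name *WAP1*.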

A number of these genes, including *HWP1* and *ECE1*, are repressed in the presence of *P. aeruginosa* in our data set, associated with a predominant yeast and pseudohyphal transcriptional profile (Supplementary Table S1). In contrast, *HYR1* and *CHT2*, associated with a true hyphal-morphology, is induced in our data set.

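*HYR1* (orf19.4975), a cell-wall protein of hyphae, was at 10340 ± 3231 normalized counts in polymicrobial and 4469.6 ± 2215 in monomicrobial biofilms (SD, n = 3), a log2 fold change of 1.27 (standard error 0.37, limma adjusted p = 0.048). *CHT2* (orf19.3895), a chitinase attached to the cell wall, fell from 8602 ± 700.3 to 1803 ± 145, a log2 fold change of -2.25 (standard error 0.12, limma adjusted p = 0.000219). The call of *CHT2* held without each library in turn and in edgeR. That of *HYR1* was lost in edgeR (adjusted p = 0.0657), with the median fold change centred at 0 and without any 1 of 4 of the 6 libraries, and its adjusted p ranged from 0.00642 to 0.155 over 24 alternatives.

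**Figure D6:**
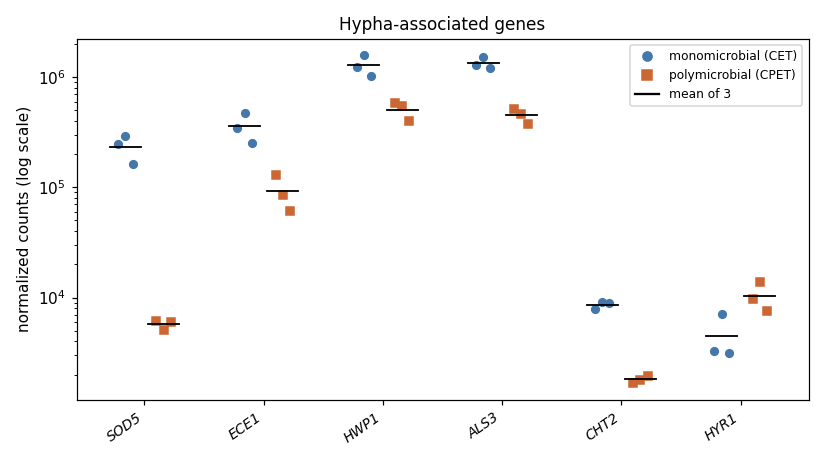
Normalized counts (log scale) of hypha-associated genes in each of 3 monomicrobial (circles) and 3 polymicrobial (squares) biofilms, with the mean as a bar. All genes drawn were lower in polymicrobial biofilms except *HYR1*.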

**Figure 3:**
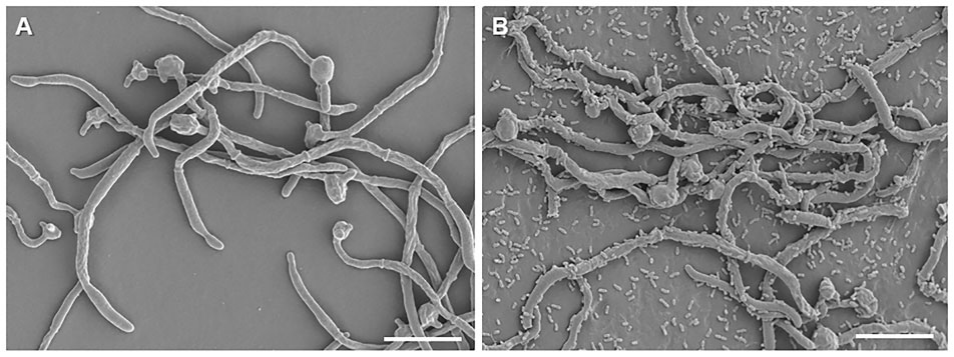
Scanning electron micrograph of monomicrobial and polymicrobial biofilms. (A) *C. albicans* monomicrobial biofilm, grown for 6 hours, indicating attached hyphae, (B) Polymicrobial biofilm, grown for 6 hours, indicating the attachment of *P. aeruginosa* to *C. albicans* hyphae. Scale bar represents 10 µm.

Adhesion is a crucial component of the process of biofilm formation of *C. albicans*. In our data set, genes associated with adhesion is repressed in the presence of *P. aeruginosa* (Table 1). In addition, several TFs with roles in adhesion, including *ZFU2*, *AHR1*, and *TRY4*, are differentially regulated (Table 3). 

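Adhesins went both ways. Of 19 measured genes, 2 rose, 4 fell and 13 did not pass (2 rose and 4 fell when adjusted over the list alone), with a median log2 fold change of 0.21 (camera adjusted p = 0.64, and adjusted p = 0.876 with an estimated correlation). The camera test points down while the median is above 0. Among those that fell, *ALS3* and *HWP1* are adhesins of hyphae. *ALS1* (orf19.5741), an adhesin of the same family as *ALS3*, rose from 20939.6 ± 2640.4 normalized counts in monomicrobial to 37133 ± 3458 in polymicrobial biofilms (SD, n = 3), a log2 fold change of 0.83 (standard error 0.13, limma adjusted p = 0.00612). The *ALS* genes are a family with long repeats, so reads may be divided between its members. Among regulators of biofilm formation, 1 rose, 1 fell and 7 did not pass of 9 measured genes (1 rose and 1 fell when adjusted over the list alone, camera adjusted p = 0.513, and adjusted p = 0.762 with an estimated correlation), *RFX2* (orf19.4590) having the lowest value, -1.55 (standard error 0.12, limma adjusted p = 0.000599).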

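*ZFU2* (orf19.6781) was at 6327 ± 595 normalized counts in polymicrobial and 16850.3 ± 4342 in monomicrobial biofilms (SD, n = 3), a log2 fold change of -1.39 (standard error 0.20, limma adjusted p = 0.0043). *AHR1* (orf19.7381), a zinc cluster factor, fell from 41223 ± 3235 to 16359 ± 1204, a log2 fold change of -1.33 (standard error 0.10, limma adjusted p = 0.000599). Of 12 measured regulators of adhesion, 4 of them the paper's and so not independent evidence, 1 rose, 3 fell and 8 did not pass (1 rose and 3 fell when adjusted over the list alone, camera adjusted p = 0.305, and adjusted p = 0.62 with an estimated correlation).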

*ZFU2* and *TRY4* are TFs that regulate yeast form adherence (Böhm *et al.* 2017). However, *ZFU2* is repressed, whereas *TRY4* is induced with contrasting effects. In addition, Ahr1p recruits Mcm1p and induce initial surface adhesion during biofilm formation (Askew *et al.* 2011). 

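*TRY4* (orf19.5975) was at 576 ± 302 normalized counts in polymicrobial and 24.9 ± 18.7 in monomicrobial biofilms (SD, n = 3), a log2 fold change of 4.58 (standard error 0.64, limma adjusted p = 0.00416). It had 374, 1029 and 514 reads in the 3 polymicrobial and 48, 12 and 11 in the 3 monomicrobial libraries. With the reads shared between neighbouring features subtracted, an estimated 0, 1089 and 0 for *TRY4*, its log2 fold change was 1.30 (limma adjusted p = 0.69). In polymicrobial replicate 2 the estimate exceeds the reads of *TRY4* itself, and in the other 2 no shared reads were found. With 5 features on either side, a 10-fold limit or 2 agreeing features in the estimate the call held, at 4.58. The loss of the call at 1.30 thus rests on 1 library. With 10 features on either side *TRY4* was at -0.97 (limma adjusted p = 0.749).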

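*MCM1* (orf19.7025) was at 6199 ± 699 normalized counts in polymicrobial and 6881 ± 1245 in monomicrobial biofilms (SD, n = 3), a log2 fold change of -0.14 (standard error 0.16, limma adjusted p = 0.545). Over 24 alternatives its adjusted p ranged from 0.252 to 0.981. The difference between the conditions was smaller than the SD of the monomicrobial replicates.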

Interestingly, both *AHR1* and *MCM1* are repressed in our data set. In addition, the yeast wall protein *YWP1*, whose expression negatively correlates with adhesion (Granger *et al.* 2005), is induced in response to *P. aeruginosa*, further providing evidence for an effect on adhesion.

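*YWP1* (orf19.3618), a secreted protein of the yeast cell wall, was at 5734 ± 5023 normalized counts in polymicrobial and 2147 ± 882 in monomicrobial biofilms (SD, n = 3), a log2 fold change of 1.17 (standard error 0.63, limma adjusted p = 0.203). Of 6 measured genes of the yeast form, 2 rose, 0 fell and 4 did not pass (2 rose and 0 fell when adjusted over the list alone, camera adjusted p = 0.0674, and adjusted p = 0.647 with an estimated correlation). After subtraction of shared reads 3 rose and the camera adjusted p was 0.0186. *YWP1* and *WH11* of this list are the paper's. *RHD1* (orf19.54), a mannosyltransferase more expressed in yeast cells than in hyphae, rose with 1.37 (standard error 0.24, limma adjusted p = 0.00931). *YWP1* had 3019, 12933 and 3185 reads in the 3 polymicrobial libraries and 2410, 2948 and 790 in the monomicrobial ones. Over 24 alternatives its adjusted p ranged from 0.047 to 0.422, and it passed with DESeq2.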

A number of external stimuli, that may influence filamentation and biofilm formation, is found in the presence of *P. aeruginosa* (Fourie *et al.* 2016). These stimuli include hypoxia (induces filamentation), presence of LPS (represses filamentation), cell wall and membrane stress (induces filamentation), phenazines (repress filamentation) and quorum sensing molecules. It is tempting to speculate that these many stimuli may present as an exaggerated response that could be detrimental to adaptation to a host environment. Therefore, in addition to TFs, chromatin-remodeling has been shown to affect biofilm formation and filamentation through integrating signals from external stimuli and acting as a transcriptional buffer affecting transcription kinetics (Hnisz *et al.* 2010, 2012; Kim *et al.* 2012; Garnaud *et al.* 2016). The Set3/Hos2 complex (Set3C) is a NAD-dependent histone deacetylation complex [consisting of four core subunits (Set3p, Hos2p, Snt1p, and Sif2p) and three peripheral subunits (Hos4p, Hst1p, and Cpr1p) (Hnisz *et al.* 2010)] that binds directly to most of the master regulators of biofilm formation and is involved in the dispersal of cells from mature biofilms, via the modulation of *NRG1* expression levels (Nobile *et al.* 2014). 

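*SET3* (orf19.7221) rose from 41587 ± 10991 normalized counts in monomicrobial to 185991 ± 1059.5 in polymicrobial biofilms (SD, n = 3), a log2 fold change of 2.19 (standard error 0.19, limma adjusted p = 0.000894). *HST1* (orf19.4761) was at 6336 ± 2601 against 2819 ± 1667, a log2 fold change of 1.25 (standard error 0.46, limma adjusted p = 0.0879). *HOS2* (orf19.5377) and *SNT1* (orf19.5241) were at 0.027 and 0.32 (limma adjusted p = 0.886 and 0.229), with standard errors of 0.12 and 0.18. Of 4 measured subunits of the complex, all from the paper, 1 rose, 0 fell and 3 did not pass (1 rose and 0 fell when adjusted over the list alone), too few for a test of the list. *NRG1* (orf19.7150), the repressor of filamentation, was at 0.00 (standard error 0.18, limma adjusted p = 0.994). An estimated 4777, 0 and 0 of the 10053, 4950 and 5868 polymicrobial reads of *HST1* were shared with neighbouring features, and *HST1* passed without monomicrobial replicate 3, at 1.70, with adjusted p from 0.0245 to 0.305 over 24 alternatives. No feature carries the names *SIF2*, *HOS4* or *CPR1*.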

*SET3* as well as the gene encoding the peripheral subunit, *HST1*, is significantly induced in our data set. This raises the question if Set3C may play a role in modulating filamentation of *C. albicans* in the presence of *P. aeruginosa*, possibly inducing the dispersion of *C. albicans*, to escape the hostile activity of *P. aeruginosa* during co-incubation.

### Phenotypic switching

In addition to affecting biofilm formation in *C. albicans*, the Set3C is also a regulator of white-opaque switching (Hnisz *et al.* 2010; Garnaud *et al.* 2016). Strikingly, the gene encoding the white-opaque regulator, *WOR1*, is induced in our data set (Supplementary Table S1). This may indicate that white-opaque switching could take place. However, *WOR2* expression (required for stabilization of the opaque phenotype) is significantly repressed (Table 3), indicating that switching may be unstable and transient. In addition, whereas *WH11* and *EFG1* expression is associated with white-phase and *OP4* and *SAP1* expression is associated with the opaque phase (Tao *et al.* 2014), contradicting results are obtained in this data set, with both *WH11* and *OP4* being induced. In addition to white and opaque phenotypes, a gray phenotype can also manifest, however, comparison with expression results obtained by Tao *et al.* (2014) revealed little overlap between our data set and opaque or gray specific transcriptional responses. 

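*WOR1* (orf19.4884) was at 3367 ± 2644 normalized counts in polymicrobial and 239.7 ± 20.7 in monomicrobial biofilms (SD, n = 3), a log2 fold change of 3.08 (standard error 1.01, limma adjusted p = 0.0655). It had 5745, 4969 and 395 reads in the 3 polymicrobial libraries, of which an estimated 5156, 4522 and 0 were shared with neighbouring features, and 269, 220 and 160 in the monomicrobial libraries. With shared reads subtracted, its log2 fold change was 0.83 (limma adjusted p = 0.0364), and without polymicrobial replicate 3, where no shared reads were found, it was 4.34, with adjusted p from 7.71e-06 to 0.187 over 24 alternatives.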

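*WOR2* (orf19.5992) fell from 4858 ± 638 normalized counts in monomicrobial to 1590.2 ± 480.3 in polymicrobial biofilms (SD, n = 3), a log2 fold change of -1.64 (standard error 0.23, limma adjusted p = 0.00427), a call that held without each library in turn. Of 8 measured regulators of white-opaque switching, 4 of them the paper's and so not independent evidence, 0 rose, 2 fell and 6 did not pass (0 rose and 2 fell when adjusted over the list alone, camera adjusted p = 0.56, and adjusted p = 0.762 with an estimated correlation). At the mating type locus, 1 rose, 0 fell and 3 did not pass of 4 measured genes (0 rose and 0 fell when adjusted over the list alone), the 1 that passed being *MTLA2* (orf19.3200) with 1.59 (standard error 0.47, limma adjusted p = 0.0498), at 0.36 (limma adjusted p = 0.446) without shared reads and still at 1.59 where 2 features had to agree in the estimate. The call of *MTLA2* was lost under 16 of the settings tried, quantile normalization among them, at 0.42.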

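*WH11* (orf19.3548.1), expressed in white cells, was at 2974 ± 2163 normalized counts in polymicrobial and 248 ± 216 in monomicrobial biofilms (SD, n = 3), a log2 fold change of 3.67 (standard error 0.73, limma adjusted p = 0.0135). *EFG1* (orf19.610), the regulator of the white phase, was at 0.30 (standard error 0.14, limma adjusted p = 0.161). Of the opaque-phase genes, *OP4* (orf19.4934) was at 71.3 ± 73.5 against 6.83 ± 5.8, a log2 fold change of 2.86 (standard error 1.11, limma adjusted p = 0.101), and *SAP1* (orf19.5714) at 0.27 (standard error 0.41, limma adjusted p = 0.643). *OP4* had 49, 173 and 16 reads in the 3 polymicrobial and 14, 4 and 2 in the 3 monomicrobial libraries, and an estimated 0, 162 and 0 of the former were shared with neighbouring features. The call of *WH11* was lost without monomicrobial replicate 1, and *OP4* passed without polymicrobial replicate 3, with adjusted p from 0.0324 to 0.4 over 23 alternatives.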

The overexpression of *WOR1* in the presence of bacteria has been reported before and is required for commensal fitness (Fox *et al.* 2014). In these cases the full opaque program was also not induced and the authors speculate that additional signals may be required. Ramírez-Zavala *et al.* (2008) showed that switching could be induced in *C. albicans* by an anaerobic environment in the presence of high temperature (37 °C), however, this only occurred in the WO-1 and CAI-4 strains, and could not be replicated in the SC5314 strain that is heterozygous at the MTL(a/α). Due to this, the strain of *C. albicans* (SC5314) may experience an induction of *WOR1* in the presence of *P. aeruginosa* due to hypoxia, however, the full opaque program may not be induced as a trisomy of chromosome 1 and homozygosity of the mating type locus is needed. It is however interesting to note that an increase in expression of genes encoding hydrolytic enzymes, such as *SAP3* and lipases (*LIP1* to *LIP3*, *LIP6*, *LIP8* to *LIP10*), associated with the opaque phenotype (Lan *et al.* 2002), is seen in our data set. This provides evidence that the opaque expression profile, at least in part, may be induced by co-incubation of *C. albicans* with *P. aeruginosa*.

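*SAP3* (orf19.6001), a secreted aspartyl protease, was at 553 ± 414 normalized counts in polymicrobial and 145 ± 48.2 in monomicrobial biofilms (SD, n = 3), a log2 fold change of 1.57 (standard error 0.75, limma adjusted p = 0.161). Of 13 measured secreted aspartyl proteases, 1 rose, 2 fell and 10 did not pass (0 rose and 0 fell when adjusted over the list alone, camera adjusted p = 0.415, and adjusted p = 0.762 with an estimated correlation). *SAP30* (orf19.2082), which degrades alpha pheromone, rose with 2.26 (standard error 0.58, limma adjusted p = 0.0321), while *SAP5* (orf19.5585), a protease of biofilms, fell with -1.09 (standard error 0.29, limma adjusted p = 0.0338). Of 12 measured genes associated with the opaque phase, 11 of them named in the paper and so not independent evidence, 3 rose, 0 fell and 9 did not pass (3 rose and 0 fell when adjusted over the list alone, camera adjusted p = 0.00126, and adjusted p = 0.385 with an estimated correlation). Those that rose were *LIP8*, *LIP9* and *LIP10*. The median log2 fold change of this list was 2.76, and 1.10 without the reads shared between neighbouring features. *SAP3* passed without polymicrobial replicate 1, at 2.39, with adjusted p from 0.0168 to 0.854 over 24 alternatives, the call of *SAP30* was lost under quantile normalization, at 0.89, and those of *SAP30* and *SAP5* were lost without single libraries.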

## Conclusions

For the formation of both mono- and poly-microbial biofilms, a stationary model adapted from Fourie *et al.* (2017), was followed, which allows for the rapid depletion of oxygen and formation of microaerophilic to hypoxic biofilms, similar to the biofilms formed in the lungs of cystic fibrosis patients (Crocker *et al.* 2019). The formation of microaerophilic to hypoxic biofilms may be a more accurate representation of *in vivo* conditions, compared to planktonic growth of cells with aeration, as was previously used to determine the effect of *P. aeruginosa* on *C. albicans* (Holcombe *et al.* 2010). In addition, the present model also does not include a distinct adhesion phase as in many other biofilm studies. In our opinion, this also may more closely reflects *in vivo* conditions, as biofilms involved in infection do not undergo such an initial adhesion phase and may therefore be more complex. Under these conditions, co-incubation of *C. albicans* with *P. aeruginosa* exhibited a strong response toward hypoxia, with a shift toward fermentative growth and sterol metabolism. Furthermore, the hypoxic environment may have driven the reduced expression of genes associated with iron and zinc acquisition, as hypoxia may decrease the need for these metals. Interestingly, *SET3* transcription is upregulated in the presence of *P. aeruginosa*, indicating that the Set3C may be contributing to the interaction of *C. albicans* with *P. aeruginosa*, by acting as a transcriptional buffer to control yeast filamentation and dispersal. Furthermore, the white-opaque regulator, *WOR1*, is upregulated in the presence of *P. aeruginosa*, indicating that switching to the opaque-phenotype may be taking place, although additional signals may be required to initiate the full opaque-transcriptional profile. From these data, it is clear that these polymicrobial biofilms have a unique transcriptional profile, indicating several shifts in metabolism that may play important roles in commensalism as well as infection.

### Data availability

Supplementary files for this investigation are available at figshare (https://doi.org/10.25387/g3.13791607). Supplementary Table S1 comprises the raw analyzed data from RNASeq experiments. Supplementary Table S2 shows a comparison between the transcripts obtained using RNA-Seq and NanoString. Supplementary Table S3 indicates the genes associated with each identified GO term. All raw data for this investigation have been deposited in the NCBI’s GEO database under the accession number GSE136726.

## Funding

This work was supported by the National Research Foundation of South Africa (grant number 115566 and 118543 to CHP). The funders played no role in the study or in the preparation of the article or decision to publish. 

*Conflict of interest*: All authors declare that they have no conflict of interest.

## References

[jkab042-B1] Andrews S. 2010. FastQC a quality-control tool for high-throughput sequence data. Bioinformatics doi:citeulike-article-id:11583827

[jkab042-B2] Askew C , SellamA, EppE, HoguesH, MullickA, et al2009. Transcriptional regulation of carbohydrate metabolism in the human pathogen *Candida albicans*. PLoS Pathog. 5:e1000612.1981656010.1371/journal.ppat.1000612PMC2749448

[jkab042-B3] Askew C , SellamA, EppE, MallickJ, HoguesH, et al2011. The zinc cluster transcription factor Ahr1p directs Mcm1p regulation of *Candida albicans* adhesion. Mol. Microbiol. 79:940–953.2129964910.1111/j.1365-2958.2010.07504.xPMC4092010

[jkab042-B4] Bandara HMHN , CheungBP, WattRM, JinLJ, SamaranayakeLP. 2013. *Pseudomonas aeruginosa* lipopolysaccharide inhibits *Candida albicans* hyphae formation and alters gene expression during biofilm development. Mol Oral Microbiol. 28:54–69.2319447210.1111/omi.12006

[jkab042-B5] Bandara HMHN , YauJYY, WattRM, JinLJ, SamaranayakeLP. 2010. *Pseudomonas aeruginosa* inhibits *in-vitro Candida* biofilm development. BMC Microbiol. 10:125.2041610610.1186/1471-2180-10-125PMC2874548

[jkab042-B6] Bandara HMHN , WoodDLA, VanwonterghemI, HugenholtzP, CheungBPK, et al2020. Fluconazole resistance in *Candida albicans* is induced by *Pseudomonas aeruginosa* quorum sensing. Sci Rep. 10:7769.3238537810.1038/s41598-020-64761-3PMC7211000

[jkab042-B7] Bensen ES , FillerSG, BermanJ. 2002. A forkhead transcription factor is important for true hyphal as well as yeast morphogenesis in *Candida albicans*. Eukaryot Cell1:787–798.1245569610.1128/EC.1.5.787-798.2002PMC126749

[jkab042-B8] Böhm L , TorsinS, TintSH, EcksteinMT, LudwigT, et al2017. The yeast form in the fungus *Candida albicans* promotes persistence in the gut of gnotobiotic mice. PLoS Pathog. 13:e1006699.2906910310.1371/journal.ppat.1006699PMC5673237

[jkab042-B9] Bonhomme J , ChauvelM, GoyardS, RouxP, RossignolT, et al2011. Contribution of the glycolytic flux and hypoxia adaptation to efficient biofilm formation by *Candida albicans*. Mol Microbiol. 80:995–1013.2141403810.1111/j.1365-2958.2011.07626.x

[jkab042-B10] Böttcher B , PaligeK, JacobsenID, HubeB, BrunkeS. 2015. *Csr1/Zap1* maintains zinc homeostasis and influences virulence in *Candida dubliniensis* but is not coupled to morphogenesis. Eukaryot Cell14:661–670.2600271810.1128/EC.00078-15PMC4486669

[jkab042-B11] Brand A , BarnesJD, MackenzieKS, OddsFC, GowNAR. 2008. Cell wall glycans and soluble factors determine the interaction between the hyphae of *Candida albicans* and *Pseudomonas aeruginosa*. FEMS Microbiol Lett. 287:48–55.1868052310.1111/j.1574-6968.2008.01301.xPMC2613227

[jkab042-B12] Chen AI , DolbenEF, OkegbeC, HartyCE, GolubY, et al2014. *Candida albicans* ethanol stimulates *Pseudomonas aeruginosa* WspR-controlled biofilm formation as part of a cyclic relationship involving phenazines. PLoS Pathog. 10:e1004480.2534034910.1371/journal.ppat.1004480PMC4207824

[jkab042-B13] Chen C , PandeK, FrenchSD, TuchBB, NobleSM. 2011. An iron homeostasis regulatory circuit with reciprocal roles in *Candida albicans* commensalism and pathogenesis. Cell Host Microbe10:118–135.2184386910.1016/j.chom.2011.07.005PMC3165008

[jkab042-B14] Chiranand W , McLeodI, ZhouH, LynnJJ, VegaLA, et al2008. *CTA4* transcription factor mediates induction of nitrosative stress response in *Candida albicans*. Eukaryot Cell7:268–278.1808382910.1128/EC.00240-07PMC2238162

[jkab042-B15] Crocker AW , HartyCE, HammondJH, WillgerSD, SalazarP, et al2019. *Pseudomonas aeruginosa* ethanol oxidation by AdhA in low-oxygenenvironments. J Bacteriol. 201:e00393-19. [10.1128/JB.00393-19]3152711410.1128/JB.00393-19PMC6832066

[jkab042-B16] De Sordi L , MühlschlegelFA. 2009. Quorum sensing and fungal-bacterial interactions in *Candida albicans*: a communicative network regulating microbial coexistence and virulence. FEMS Yeast Res. 9:990–999.1984504110.1111/j.1567-1364.2009.00573.x

[jkab042-B17] Diaz PI , XieZ, SobueT, ThompsonA, BiyikogluB, et al2012. Synergistic interaction between *Candida albicans* and commensal oral Streptococci in a novel *in vitro* mucosal model. Infect Immun80:620–632.2210410510.1128/IAI.05896-11PMC3264323

[jkab042-B18] Dutton LC , PaszkiewiczKH, SilvermanRJ, SplattPR, ShawS, et al2016. Transcriptional landscape of trans-kingdom communication between *Candida albicans* and *Streptococcus gordonii*. Mol Oral Microbiol. 31:136–161.2604299910.1111/omi.12111PMC4670286

[jkab042-B20] Elias S , BaninE. 2012. Multi-species biofilms: living with friendly neighbors. FEMS Microbiol Rev. 36:990–1004.2222980010.1111/j.1574-6976.2012.00325.x

[jkab042-B21] Ells R , KockJLF, AlbertynJ, KempG, PohlCH. 2011. Effect of inhibitors of arachidonic acid metabolism on prostaglandin E_2_ production by *Candida albicans* and *Candida dubliniensis* biofilms. Med Microbiol Immunol. 200:23–28.2082123210.1007/s00430-010-0169-7

[jkab042-B22] Fourie R , EllsR, KempG, SebolaiOM, AlbertynJ, et al2017. *Pseudomonas aeruginosa* produces aspirin insensitive eicosanoids and contributes to the eicosanoid profile of polymicrobial biofilms with *Candida albicans*. Prostaglandins Leukot Essent Fatty Acids117:36–46.2823708610.1016/j.plefa.2017.01.008

[jkab042-B23] Fourie R , EllsR, SwartCW, SebolaiOM, AlbertynJ, et al2016. *Candida albicans* and *Pseudomonas aeruginosa* interaction, with focus on the role of eicosanoids. Front Physiol. 7:64.2695535710.3389/fphys.2016.00064PMC4767902

[jkab042-B24] Fourie R , PohlCH. 2019. Beyond antagonism: the interaction between *Candida* species and *Pseudomonas aeruginosa*. J Fungi5:34.10.3390/jof5020034PMC661736531010211

[jkab042-B25] Foster HA , CuiM, NaveenathayalanA, UndenH, SchwanbeckR, et al2013. The zinc cluster protein Sut1 contributes to filamentation in *Saccharomyces cerevisiae*. Eukaryot Cell12:244–253.2322303910.1128/EC.00214-12PMC3571311

[jkab042-B26] Fox EP , CowleyES, NobileCJ, HartooniN, NewmanDK, et al2014. Anaerobic bacteria grow within *Candida albicans* biofilms and induce biofilm formation in suspension cultures. Curr Biol. 24:2411–2416.2530807610.1016/j.cub.2014.08.057PMC4252622

[jkab042-B27] Frohner IE , BourgeoisC, YatsykK, MajerO, KuchlerK. 2009. *Candida albicans* cell surface superoxide dismutases degrade host-derived reactive oxygen species to escape innate immune surveillance. Mol Microbiol. 71:240–252.1901916410.1111/j.1365-2958.2008.06528.xPMC2713856

[jkab042-B28] Gácser A , StehrF, KröGerC, KredicsL, SchäFerW, et al2007. Lipase 8 affects the pathogenesis of *Candida albicans*. Infect Immun. 75:4710–4718.1764635710.1128/IAI.00372-07PMC2044512

[jkab042-B29] Garnaud C , ChamplebouxM, MaubonD, CornetM, GovinJ. 2016. Histone deacetylases and their inhibition in *Candida* species. Front Microbiol. 7:1238.2754720510.3389/fmicb.2016.01238PMC4974301

[jkab042-B30] Geiss GK , BumgarnerRE, BirdittB, DahlT, DowidarN, et al2008. Direct multiplexed measurement of gene expression with color-coded probe pairs. Nat Biotechnol. 26:317–325.1827803310.1038/nbt1385

[jkab042-B31] Grainha T , JorgeP, AlvesD, LopesSP, PereiraMA. 2020. Unraveling *Pseudomonas aeruginosa* and *Candida albicans* communication in coinfection scenarios: insights through network analysis. Front Cell Infect Microbiol. 10:550505.3326295310.3389/fcimb.2020.550505PMC7686562

[jkab042-B32] Granger BL , FlennikenML, DavisDA, MitchellAP, CutlerLE. 2005. Yeast wall protein 1 of *Candida albicans*. Microbiology151:1631–1644.1587047110.1099/mic.0.27663-0

[jkab042-B33] Haiko J , SaeediB, BaggerG, KarpatiF, ÖzenciV. 2019. Coexistence of *Candida* species and bacteria in patients with cystic fibrosis. Eur J Clin Microbiol Infect Dis. 38:1071–1077.3073922810.1007/s10096-019-03493-3PMC6520323

[jkab042-B34] Hnisz D , BardetAF, NobileCJ, PetryshynA, GlaserW, et al2012. A histone deacetylase adjusts transcription kinetics at coding sequences during *Candida albicans* morphogenesis. PLoS Genet. 8:e1003118.2323629510.1371/journal.pgen.1003118PMC3516536

[jkab042-B35] Hnisz D , MajerO, FrohnerI, KomnenovicEV, KuchlerK. 2010. The Set3/Hos2 histone deacetylase complex attenuates cAMP/PKA signalling to regulate morphogenesis and virulence of *Candida albicans*. PLoS Pathog. 6:e1000889.2048551710.1371/journal.ppat.1000889PMC2869326

[jkab042-B75687265] Hogan DA. 2002. Pseudomonas-Candida Interactions: An Ecological Role for Virulence Factors. Science. 296:2229–2232.1207741810.1126/science.1070784

[jkab042-B36] Hogan DA , VikA, KolterR. 2004. A *Pseudomonas aeruginosa* quorum-sensing molecule influences *Candida albicans* morphology. Mol Microbiol. 54:1212–1223.1555496310.1111/j.1365-2958.2004.04349.x

[jkab042-B37] Holcombe LJ , McAlesterG, MunroCA, EnjalbertB, BrownAJ, et al2010. *Pseudomonas aeruginosa* secreted factors impair biofilm development in *Candida albicans*. Microbiology156:1476–1486.2015024110.1099/mic.0.037549-0

[jkab042-B38] Kim D , PerteaG, TrapnellC, PimentelH, KelleyR, et al2013. TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. Genome Biol. 14:R36.2361840810.1186/gb-2013-14-4-r36PMC4053844

[jkab042-B39] Kim T , XuZ, Clauder-MünsterS, SteinmetzLM, BuratowskiS. 2012. Set3 HDAC mediates effects of overlapping non-coding transcription on gene induction kinetics. Cell150:1158–1169.2295926810.1016/j.cell.2012.08.016PMC3461055

[jkab042-B40] Lan C-Y , NewportG, MurilloLA, JonesT, SchererS, et al2002. Metabolic specialization associated with phenotypic switching in *Candida albicans*. Proc Natl Acad Sci USA. 99:14907–14912.1239717410.1073/pnas.232566499PMC137518

[jkab042-B41] Lewis KA , BakerAE, ChenAI, HartyCE, KuchmaSL. 2019. Ethanol decreases *Pseudomonas aeruginosa* flagellar motility through the regulation of flagellar stators. J Bacteriol. 201:e00285-19. [10.1128/JB.00285-19]3110999410.1128/JB.00285-19PMC6707923

[jkab042-B42] Li H , HandsakerB, WysokerA, FennellT, RuanJ, et al2009. The sequence alignment/map format and SAMtools. Bioinformatics25:2078–2079.1950594310.1093/bioinformatics/btp352PMC2723002

[jkab042-B43] Łoboda D , Rowińska-ŻyrekM. 2017. Zinc binding sites in Pra1, a zincophore from *Candida albicans*. Dalton Trans. 46:13695–13703.2872590110.1039/c7dt01675a

[jkab042-B44] Love MI , HuberW, AndersS. 2014. Moderated estimation of fold change and dispersion for RNAseq data with DESeq2. Genome Biol. 15:550.2551628110.1186/s13059-014-0550-8PMC4302049

[jkab042-B45] MacPherson S , AkacheB, WeberS, De DekenX, RaymondM, et al2005. *Candida albicans* zinc cluster protein Upc2p confers resistance to antifungal drugs and is an activator of ergosterol biosynthetic genes. Antimicrob Agents Chemother. 1745–1752. 49:1745–1752.1585549110.1128/AAC.49.5.1745-1752.2005PMC1087678

[jkab042-B46] Martchenko M , AlarcoA-M, HarcusD, WhitewayM. 2004. Superoxide dismutases in *Candida albicans*: transcriptional regulation and functional characterization of the hyphal-induced *SOD5* gene. Mol Biol Cell15:456–467.1461781910.1091/mbc.E03-03-0179PMC329211

[jkab042-B47] McAlester G , O'GaraF, MorrisseyJP. 2008. Signal-mediated interactions between *Pseudomonas aeruginosa* and *Candida albicans*. J Med Microbiol. 57:563–569.1843658810.1099/jmm.0.47705-0

[jkab042-B48] Mi H , HuangX, MuruganujanA, TangH, MillsC. 2016. PANTHER version 11: expanded annotation data from Gene Ontology and Reactome pathways, and data analysis tool enhancements. Nucleic Acids Res. 45:D183–D189. [10.1093/nar/gkw1138]2789959510.1093/nar/gkw1138PMC5210595

[jkab042-B49] Mi H , MuruganujanA, ThomasPD. 2013. PANTHER in 2013: modeling the evolution of gene function, and other gene attributes, in the context of phylogenetic trees. Nucleic Acids Res. 41:D377–D386.2319328910.1093/nar/gks1118PMC3531194

[jkab042-B50] Monteiro PT , PaisP, CostaC, MannaS, Sá-CorreiaI, et al2016. The PathoYeastract database: an information system for the analysis of gene and genomic transcription regulation in pathogenic yeasts. Nucleic Acids Res. 45:D597–D603.2762539010.1093/nar/gkw817PMC5210609

[jkab042-B51] Morales DK , GrahlN, OkegbeC, DietrichLEP, JacobsN, et al2013. Control of *Candida albicans* metabolism and biofilm form ation by *Pseudomonas aeruginosa* phenazines. mBio4:e00526-12.2336232010.1128/mBio.00526-12PMC3560528

[jkab042-B52] Morales DK , HoganDA. 2010. *Candida albicans* interactions with bacteria in the context of human health and disease. PLoS Pathog. 6:e1000886.2044278710.1371/journal.ppat.1000886PMC2861711

[jkab042-B53] Neville BA , d'EnfertC, BougnouxM-E. 2015. *Candida albicans* commensalism in the gastrointestinal tract. FEMS Yeast Res. 15:fov081.2634750410.1093/femsyr/fov081

[jkab042-B54] Nobile CJ , FoxEP, HartooniN, MitchellKF, HniszD, et al2014. A histone deacetylase complex mediates biofilm dispersal and drug resistance in *Candida albicans*. mBio5:e01201-14.2491759810.1128/mBio.01201-14PMC4056552

[jkab042-B55] Polke M , HubeB, JacobsenID. 2015. *Candida* survival strategies. Adv Appl Microbiol. 91:139–235.2591123410.1016/bs.aambs.2014.12.002

[jkab042-B56] Purschke FG , HillerE, TrickI, RuppS. 2012. Flexible survival strategies of *Pseudomonas aeruginosa* in biofilms result in increased fitness compared with *Candida albicans*. Mol Cell Proteomics. 11:1652–1669. [10.1074/mcp.M112.017673]2294235710.1074/mcp.M112.017673PMC3518115

[jkab042-B57] Quinlan AR , HallIM. 2010. BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics26:841–842.2011027810.1093/bioinformatics/btq033PMC2832824

[jkab042-B58] Ramírez-Zavala B , ReußO, ParkY-N, OhlsenK, MorschhäuserJ. 2008. Environmental induction of white-opaque switching in *Candida albicans*. PLoS Pathog. 4:e1000089.1855117310.1371/journal.ppat.1000089PMC2405950

[jkab042-B59] Schmieder R , EdwardsR. 2011. Quality control and preprocessing of metagenomic datasets. Bioinformatics27:863–864.2127818510.1093/bioinformatics/btr026PMC3051327

[jkab042-B60] Schofield DA , WestwaterC, WarnerT, BalishE. 2005. Differential *Candida albicans* lipase gene expression during alimentary tract colonization and infection. FEMS Microbiol Lett. 244:359–365.1576679110.1016/j.femsle.2005.02.015

[jkab042-B61] Shareck J , BelhumeurP. 2011. Modulation of morphogenesis in *Candida albicans* by various small molecules. Eukaryot Cell10:1004–1012.2164250810.1128/EC.05030-11PMC3165445

[jkab042-B62] Singh RP , PrasadHK, SinhaI, AgarwalN, NatarajanK. 2011. Cap2-HAP complex is a critical transcriptional regulator that has dual but contrasting roles in regulation of iron homeostasis in *Candida albicans*. J Biol Chem. 286:25154–25170.2159296410.1074/jbc.M111.233569PMC3137088

[jkab042-B63] Skrzypek MS , BinkleyJ, BinkleyG, MiyasatoSR, SimisonM, et al2017. The *Candida* Genome Database (CGD): incorporation of assembly 22, systematic identifiers and visualization of high throughput sequencing data. Nucleic Acids Res. 45:D592–D596.2773813810.1093/nar/gkw924PMC5210628

[jkab042-B64] Stacy A , McNallyL, DarchSE, BrownSP, WhiteleyM. 2016. The biogeography of polymicrobial infection. Nat Rev Microbiol. 14:93–105.2671443110.1038/nrmicro.2015.8PMC5116812

[jkab042-B65] Synnott JM , GuidaA, Mulhern-HaugheyS, HigginsDG, ButlerG. 2010. Regulation of the hypoxic response in *Candida albicans*. Eukaryot Cell9:1734–1746.2087087710.1128/EC.00159-10PMC2976306

[jkab042-B66] Tao L , DuH, GuanG, DaiY, NobileCJ, et al2014. Discovery of a “white-gray-opaque” tristable phenotypic switching system in *Candida albicans*: roles of non-genetic diversity in host adaptation. PLoS Biol. 12:e1001830.2469100510.1371/journal.pbio.1001830PMC3972085

[jkab042-B67] Tillmann AT , StrijbisK, CameronG, RadmaneshfarE, ThielM, et al2015. Contribution of Fdh3 and Glr1 to glutathione redox state, stress adaptation and virulence in *Candida albicans*. PLoS ONE10:e0126940.2603959310.1371/journal.pone.0126940PMC4454436

[jkab042-B68] Trapnell C , RobertsA, GoffL, PerteaG, KimD, et al2012. Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. Nat Protoc. 7:562–579.2238303610.1038/nprot.2012.016PMC3334321

[jkab042-B69] Trejo-Hernández A , Andrade-DomínguezA, HernándezM, EncarnaciónS. 2014. Interspecies competition triggers virulence and mutability in *Candida albicans*–*Pseudomonas aeruginosa* mixed biofilms. ISME J. 8:1974–1988.2473962810.1038/ismej.2014.53PMC4184018

[jkab042-B70] Ullmann BD , MyersH, ChiranandW, LazzellAL, ZhaoQ, et al2004. Inducible defense mechanism against nitric oxide in *Candida albicans*. Eukaryot Cell3:715–723.1518999210.1128/EC.3.3.715-723.2004PMC420131

[jkab042-B72] Xu W , SolisNV, EhrlichRL, WoolfordCA, FillerSG, et al2015. Activation and alliance of regulatory pathways in *C. albicans* during mammalian infection. PLoS Biol. 13:e1002076.2569318410.1371/journal.pbio.1002076PMC4333574

How the deposited data were processed for this re-analysis (not part of the article)

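RNA-Seq of *C. albicans* was taken from 6 h biofilms grown at 37 °C, alone or with *P. aeruginosa*, each with 100 µM arachidonic acid or without (0 µM), with 3 samples per condition and 5 biofilms pooled per sample. By the labels arachidonic acid was added in ethanol, and samples without it received 0.076% ethanol as the control. Every sample was used. NanoString and other measurements of the paper are not analysed here.

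The authors trimmed reads, aligned them with TopHat2 to assembly 21, counted reads per feature with bedtools and fitted DESeq2, and checked quality with FastQC 0.11.5. The deposited signal values are gene read counts that the authors divided by the DESeq2 size factor of each sample within each table. The deposited log2 fold changes and their standard errors come from the authors' DESeq2 fit. The deposited score is the Wald statistic of the authors' DESeq2, and its sign equals that of the fold change in 100% of features for the comparison with *P. aeruginosa* and in 0% for the 2 comparisons with arachidonic acid, so the score was not used. The deposited p-value and adjusted p-value are from the authors' DESeq2. Each table holds 6409 features with the gene names and identifiers used here, and 0 columns of per-sample values were left unused. The sheets of genes that the authors selected from these tables were not used.

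Size factors were recovered from the steps between values, which gave whole reads within 0.01 for 100% of values in each library. Reads counted per library ranged from 72384548 to 112584649. Over the 3 samples per condition, the mean was 94544717 in monomicrobial and 104754350 in polymicrobial biofilms without arachidonic acid. The median standard error of a log2 fold change with *P. aeruginosa* was 0.168.

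The log2 of values plus a pseudocount of 1 was fitted with limma 3.58.1 (lmFit, eBayes with a trend) in R 4.3.3, for features with a mean of at least 10 over the 6 samples of a table, with Benjamini-Hochberg adjustment and a threshold of 0.05. A second count took an absolute log2 fold change above 1. Of 36 gene lists, those with at least 5 measured members were tested with camera at a preset correlation of 0.01, with fry and with a correlation estimated per list. The comparisons were polymicrobial against monomicrobial biofilms, and arachidonic acid against none in each, with a test of the difference of the 2 effects. The difference was fitted on values of 2 tables, each with its own size factors. Distances between replicates were Euclidean on the log2 scale. The other tools were edgeR 4.0.16 and DESeq2 1.42.0 on recovered reads, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

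The fit was tested on simulated data in which 200 genes were changed. At a log2 change of 1 and of 2, limma called 83% and 97.0% for arachidonic acid alone, and 34.3% and 67% for arachidonic acid in polymicrobial biofilms, with 5.29% and 7.34% of calls being unchanged genes.

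Genes named in the text were taken from all genes that the paper names, up to 2 members of each list with the largest rise and up to 2 with the largest fall among those called, and in each comparison the 10 largest rises and 10 largest falls among called genes with a mean of at least 50. List members and largest changes also needed 3 values in one group above the 3 in the other. Of 67 genes that the paper names, 62 were tested. Most of the largest changes with arachidonic acid are not named, a choice made with their values seen, and 1 list member is not reported here. Other genes are marked as chosen after their values were seen.

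Alternatives were a pseudocount of 0.5 or 8, no filter or a mean of at least 50, a median fold change centred at 0, quantile normalization, group weights, the replicate number as a block, each library left out in turn, edgeR, DESeq2, the authors' p-values over the genes kept, and an estimated correlation for lists. Where a library was left out, the group of 2 is assumed to vary like the other. The spread between replicates without single monomicrobial libraries, and the subtraction of reads shared between neighbouring features, were chosen after the data were seen. The shared reads of a feature are the smaller of the lowest values on the 7 features on either side, less the same in the monomicrobial libraries, where this is at least 4 times the monomicrobial value plus 10, at least 50, and at most 1.1 times the feature's own value. With 5 or 10 features, 3 or 10 times, or a least value of 100, the features in runs were 416 to 916 at the fewest and 1108 to 1938 at the most in a polymicrobial library, and 2 to 31 at the most in a monomicrobial library. Where at least 2 features at a low level up to 7 places away had to hold added reads within 20% of the estimate, these were 203, 583 and 0. Of 60 simulated features with 2000 added reads the estimate found 42, or 32 to 47 with the other settings and 15 with 2 agreeing features, and 0 without added reads. With 60 single features raised it called up to 222 features in a library, or 128 to 261, and 0 with 2 agreeing features.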

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

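All tests of the shared reads except that of genes at low levels, and the estimate of shared reads itself, were chosen only after the result was seen.

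Arachidonic acid alone raised *RTA3* (orf19.23), linked to lipid asymmetry, in monomicrobial biofilms by 5.05 (standard error 0.18, limma adjusted p = 1.85e-05) on the log2 scale, *TPO4* (orf19.473), a putative spermidine transporter, by 3.84 (standard error 0.17, limma adjusted p = 5.33e-05), and *YWP1* (orf19.3618) by 2.97 (standard error 0.36, limma adjusted p = 0.00881), a comparison that the paper does not report. Of 19 genes of drug efflux 10 rose and of 6 genes of the yeast form 3 rose, lists that camera did not call with an estimated correlation (adjusted p = 0.187 and 0.312). Of 6233 genes tested limma called 115, 86 higher and 29 lower, against 906 at an unadjusted p under 0.05. With 10 splits of 6 samples the share of splits cannot fall under 0.05, and the real split, the 1 of 10 with as many, gave 115 genes where the highest other gave 0. For gene lists camera called 7, and the highest other split 13, with 5 splits giving as many. Without single libraries the count of genes ranged from 35 to 410.

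In polymicrobial biofilms arachidonic acid raised *YWP1* (orf19.3618) by 3.77 (standard error 0.59, limma adjusted p = 0.0437) and *RHD1* (orf19.54), a mannosyltransferase, by 2.43 (standard error 0.33, limma adjusted p = 0.0322), a comparison that the paper does not report either, and *SPE3* (orf19.2250), a putative spermidine synthase, had -1.75 (standard error 0.13, limma adjusted p = 0.0153), and -1.53 without shared reads. Of 6375 genes tested limma called 161, 70 higher and 91 lower, against 1421 at an unadjusted p under 0.05. The real split, the 1 of 10 with as many, gave 161 genes and the highest other 60, too few splits for a share under 0.05, and for gene lists 9 and 9, with 2 splits giving as many. Without single libraries the count of genes ranged from 2 to 96. The largest fall, snR189b at -8.29 (standard error 0.56, limma adjusted p = 0.0153), was -0.062 without the reads shared with neighbouring features.

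The effect of arachidonic acid differed between the 2 kinds of biofilm for 16 genes of 6231 tested, by a test of the difference with limma, against 819 at an unadjusted p under 0.05. The difference of log2 effects, polymicrobial minus monomicrobial, was -4.53 (standard error 0.25, limma adjusted p = 0.00497) for *RTA3* (orf19.23), -2.40 (standard error 0.23, limma adjusted p = 0.0292) for *SNQ2* (orf19.5759) and -1.91 (standard error 0.20, limma adjusted p = 0.0401) for *CDR1* (orf19.6000), 3 genes of drug efflux. For 15 genes it was negative, and for 1, orf19.7056, it was 3.36 (standard error 0.34, limma adjusted p = 0.0359). Of 100 drawn splits 15 gave as many genes, with 76 as the highest of the others, so chance is not excluded. Without single libraries the count ranged from 3 to 58.

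Runs of neighbouring features carried nearly equal numbers of added reads in every polymicrobial library, with 788 features in runs at the fewest, or 203 where 2 features at a low level had to agree. The lipase genes from *LIP2* to *LIP3* lie in such a run. Alignments that span many features, each of which then counts them, are a candidate explanation. Features at a low level between neighbours with shared reads were chosen by the neighbours alone, in each polymicrobial library. Of these 625 values, 79.2% held added reads within 20% of those shared by the neighbours. The same feature can enter once per library, here and for the short features and runs below, so the values are not independent. Genomic DNA in the RNA, which would add reads by length, is argued against by short features. For tRNA and small RNA features inside runs that were found without them, 47 values were pooled over libraries. Their median was 0.993 times the median of their run (quartiles 0.936 and 1.00), though 19.1% of them were under 0.5 times. A regional rise in transcription or copy number, which would raise every feature by one fold, is argued against by the features highest in monomicrobial biofilms, on which the choice of runs sets no such bound. Their median log2 fold change was -0.066 (quartiles -0.15 and 0.071) over 80 runs, each counted within its own library, 3 of them above 1. Reads of *P. aeruginosa* aligned to the *C. albicans* genome cannot be told apart from a response of *C. albicans* other than such a regional rise. This is because the runs, with at most 14 features in a monomicrobial library, follow the presence of the bacterium.

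Genes at low levels were higher in polymicrobial biofilms, those lowest in monomicrobial biofilms having a median log2 fold change of 0.88 against 0.03 for all genes. Shared reads may account for part of this, since the median was 0.39 without them and 0.60 where 2 features had to agree on them. What remains cannot be told apart from a rise of lowly expressed genes with *P. aeruginosa*, because the estimate misses part of the reads at the ends of runs and takes single raised genes as reads shared by their neighbours.

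For the comparison with *P. aeruginosa*, the real split, the 1 of 10 with as many, gave 1806 genes and the highest other 0, and for gene lists 14 and 14, with 2 splits giving as many. These splits are too few for a share under 0.05.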

How the results depend on the processing

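The subtraction of shared reads and the spread without single libraries were chosen only after the results were seen.

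For *P. aeruginosa* against none, the 1806 genes stayed within 1.5 times under 23 of 24 alternatives, and ranged from 1033 to 1766 with a library left out, which leaves fewer samples, the lowest without monomicrobial replicate 1. Genes over 2-fold numbered 517 to 813 and lists 13 to 17 with a library left out. Quantile normalization turned the balance of genes over 2-fold from 440 higher and 262 lower to 305 higher and 417 lower. For 111 named genes that were called, 1756 values under the alternatives set at the start kept direction and call, and 131, of 29 genes, kept the direction and lost the call. For 26 not called, 389 values stayed so and 52, of 16 genes, gained it.

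With an estimated correlation camera called 0 lists in each of the 3 comparisons, where fry called 18, 2 and 5 and camera at the preset correlation 14, 7 and 9. Nitrosative stress with *P. aeruginosa* lost its call though its estimated correlation was -0.027, under the preset 0.01. White-opaque regulators with arachidonic acid in polymicrobial biofilms lost theirs at -0.000375. For these lists a correlation above the preset cannot be the reason, and the cause was not tested.

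For arachidonic acid alone, the 115 genes became 71 with the replicate block and 353 with DESeq2 and with the authors' p-values, and 35 to 410 with a library left out, with 35 to 145 over 2-fold and 7 to 8 lists. In polymicrobial biofilms, the 161 genes became 79 with quantile normalization, 1001 with DESeq2 and 968 with the authors' p-values, and 2 to 96 with a library left out, and the 53 over 2-fold became 163 with DESeq2, 89 with the authors' p-values and 2 to 58 with a library left out, with 4 to 11 lists. With shared reads subtracted they were 506 and 97, and under the other settings of the estimate 518 and 95 (5 features), 494 and 97 (10 features), 554 and 101 (3-fold), 495 and 97 (10-fold), 504 and 95 (least value of 100) and 405 and 90 (2 agreeing features). Apart from fewer samples, the cause was not tested.

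With the replicate block, limma called 0 genes for arachidonic acid in polymicrobial biofilms, 0 of them over 2-fold, and 0 genes for the difference of its effects, where limma without a block had 1421 and 819 at an unadjusted p under 0.05. Whether the numbers pair the samples is not known. For arachidonic acid in polymicrobial biofilms, the correlation of deviations between libraries of the same number was 0.0134, -0.0782 and -0.0724. Between libraries of different numbers it was 0.203 at the highest. For the comparison with *P. aeruginosa* it was 0.0258, 0.131 and 0.171 for the same number, and 0.0393 at the highest for different numbers. There the block raised the count from 1806 to 2010 genes. The 0 calls above therefore do not settle whether samples were paired. The 16 genes for the difference of the effects of arachidonic acid became 117 with edgeR and 35 with shared reads subtracted. They became 34, 36, 37, 36, 35 and 35 under the other settings of the estimate, and 3 to 58 with a library left out. The cause was not tested.

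The spread between polymicrobial over that between monomicrobial replicates, 2.18, was 1.78 with shared reads subtracted and 1.76, 1.82, 1.78, 1.79, 1.78 and 1.79 with 5 features, 10 features, 3-fold, 10-fold, a least value of 100 and 2 agreeing features, and 1.87 to 2.60 with a library left out.

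With shared reads subtracted, signs turned for some named genes that were called before or after. *SFU1* with *P. aeruginosa* turned to -0.52 under each setting of the estimate but that of 2 agreeing features. With arachidonic acid in polymicrobial biofilms, orf19.1473 and orf19.1476 turned to 3.11 and 0.32. With 10 features on either side *HGT10* turned to -0.85 and *TRY4* to -0.97, and with 5 features orf19.2025 turned to 1.95. The subtraction itself removes their reads, and only *SFU1* passed. Among genes called neither before nor after, *LIP1*, *LIP2* and *ADH3* with *P. aeruginosa* also turned from above to below 0. Depth limits genes at low levels, where 21 to 42 features had 0 reads in a library of monomicrobial biofilms without arachidonic acid.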

Differences from the paper's values

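The replicate left out and the settings of shared reads named below were run on values already seen, and the subtraction was chosen only after the results were seen.

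With the main fit no count of genes that the paper states differs from the value here by more than 1.5 times. Under other settings some do. Genes higher over 2-fold, 440 here against the paper's 653, were 305 with quantile normalization. They were 296 to 427 with 1 library left out, except polymicrobial replicate 3 (547). All changed genes were 1033 to 1667 with 1 library left out, except monomicrobial replicate 3 (1766). The paper's sequences per sample and the reads counted on features here are not the same measure, so these are not compared. At the paper's thresholds the count of genes was 1806 with limma against the paper's 2537, and 2541 with the authors' p-values over the genes kept.

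The paper states that *CHT2* was induced. It was lower with *P. aeruginosa*, at -2.25 (standard error 0.12, limma adjusted p = 0.000219), and no alternative turned it. The paper states that *MCM1* was repressed. It was at -0.14 (standard error 0.16, limma adjusted p = 0.545), and no setting called it, with adjusted p from 0.252 to 0.981 over 24 alternatives.

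The paper states that the response to oxidative stress is overrepresented among induced genes. It also lists hydrogen peroxide catabolism, oxidant detoxification and the response to reactive oxygen species as overrepresented among repressed genes. Over the list of 36 measured oxidative stress genes, which is not the gene set of the paper, 9 rose and 11 fell. Changes both ways are thus not a difference from the paper. The paper tested genes beyond a fold change threshold, which these counts do not use, so they do not test overrepresentation.

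Genes that the paper calls and limma did not were called under these settings. *LIP1*, *LIP2* and *LIP3* passed with edgeR, DESeq2, the authors' p-values and without polymicrobial replicate 3, *LIP3* also with the replicate number as a block, and *LIP6* and *OP4* with DESeq2, the authors' p-values and without polymicrobial replicate 3. Their log2 fold changes here were 2.67, 4.92, 5.61, 1.49 and 2.86 (limma adjusted p = 0.125, 0.133, 0.0626, 0.1 and 0.101). With shared reads subtracted none of these lipase genes passed, and *LIP1*, *LIP2* and *ADH3* lay below 0. Polymicrobial replicate 3 was the polymicrobial library with the fewest reads of each of these lipase genes. *ADH3* and *SAP3*, at 2.08 and 1.57 (limma adjusted p = 0.16 and 0.161), passed with DESeq2, the authors' p-values and without polymicrobial replicate 1. *UPC2*, at 1.56 (limma adjusted p = 0.0725), passed under the same 3 and with shared reads subtracted over 5 features, a setting chosen after the values were seen. *HST1*, at 1.25 (limma adjusted p = 0.0879), passed with DESeq2, the authors' p-values and without monomicrobial replicate 3, and *YWP1*, at 1.17 (limma adjusted p = 0.203), with DESeq2 and the authors' p-values.

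*WOR1*, at 3.08 (limma adjusted p = 0.0655), passed with edgeR, DESeq2, the authors' p-values, without polymicrobial replicate 3 and with shared reads subtracted, chosen after the values were seen. With shared reads subtracted its log2 fold change was 0.83, or 2.64 with 10 features on either side in the estimate. *SOD1*, at 1.56 (limma adjusted p = 0.0569), passed with DESeq2, the authors' p-values, the replicate number as a block, without monomicrobial replicate 2 or polymicrobial replicate 3 and with shared reads subtracted. *QCR2*, at -1.52 (limma adjusted p = 0.0529), passed with a median centred at 0, quantile normalization, the block, edgeR, DESeq2, the authors' p-values, without monomicrobial replicate 3 and with shared reads subtracted. With shared reads subtracted 1 gene that the paper calls and that limma had called, *TRY4*, no longer passed, though it passed with 5 features, with 10-fold and with 2 agreeing features in the estimate. For *SFU1*, which the paper reports as not changed and which was at 0.050 (limma adjusted p = 0.876), that setting called a fall, though not with 2 agreeing features, and without monomicrobial replicate 1 *HAP43*, also not changed in the paper, passed.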

Other observations

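No test in this part was chosen after the result was seen.

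With *P. aeruginosa*, *HSP21* (orf19.822), a small heat shock protein, rose by 3.74 (standard error 0.35, limma adjusted p = 0.00104) on the log2 scale and the mitochondrial chaperone *HSP78* (orf19.882) by 1.41 (standard error 0.15, limma adjusted p = 0.00154), while *SSA2* (orf19.1065) and *SSB1* (orf19.6367) of the HSP70 family were at -0.89 and -0.77 (limma adjusted p = 0.00511 and 0.00984). Of 16 measured chaperones, 4 rose, 2 fell and 10 did not pass (4 rose and 2 fell when adjusted over the list alone, camera adjusted p = 0.344, and adjusted p = 0.62 with an estimated correlation). Amino acid synthesis went both ways. *LYS22* (orf19.4506), homocitrate synthase, rose by 4.77 (standard error 0.24, limma adjusted p = 0.000181), whereas *MET15* (orf19.5645) of sulfur amino acid synthesis was at -1.60 (standard error 0.26, limma adjusted p = 0.0064), and of 38 measured genes 11 rose, 8 fell and 19 did not pass (12 rose and 9 fell when adjusted over the list alone, camera adjusted p = 0.366, and adjusted p = 0.762 with an estimated correlation).

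Transporters of hexoses were mostly not called, as of 18 measured genes 1 rose, 3 fell and 14 did not pass (0 rose and 3 fell when adjusted over the list alone, camera adjusted p = 0.803, and adjusted p = 0.876 with an estimated correlation). The high-affinity glucose transporter *HGT1* (orf19.4527) was at -2.29 (standard error 0.15, limma adjusted p = 0.000415) and *HGT16* (orf19.6141) at -2.28 (standard error 0.30, limma adjusted p = 0.0032). In peroxisomal beta-oxidation, 1 rose, 2 fell and 18 did not pass of 21 measured genes (1 rose and 2 fell when adjusted over the list alone, camera adjusted p = 0.56, and adjusted p = 0.762 with an estimated correlation), with *POT1-2* (orf19.2046), a thiolase, at 1.79 (standard error 0.17, limma adjusted p = 0.001) and *PXA1* (orf19.7500) at -1.08 (standard error 0.14, limma adjusted p = 0.00292). Of 11 measured *TLO* genes, near-identical copies whose reads the counting cannot tell apart, 1 rose, 0 fell and 10 did not pass (0 rose and 0 fell when adjusted over the list alone, camera adjusted p = 0.0385, and adjusted p = 0.679 with an estimated correlation).

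With arachidonic acid in monomicrobial biofilms, drug efflux was higher, with 10 rose, 0 fell and 9 did not pass of 19 measured genes (13 rose and 0 fell when adjusted over the list alone, camera adjusted p = 1.03e-19, and adjusted p = 0.187 with an estimated correlation), and so were the genes of the yeast form, with 3 rose, 0 fell and 3 did not pass of 6 (5 rose and 0 fell when adjusted over the list alone, camera adjusted p = 2.13e-06, and adjusted p = 0.312 with an estimated correlation). *FAA21* (orf19.272), a predicted acyl-CoA synthetase, rose by 2.18 (standard error 0.17, limma adjusted p = 0.00115), and of 21 genes of peroxisomal beta-oxidation 6 rose, 0 fell and 15 did not pass (8 rose and 1 fell when adjusted over the list alone, camera adjusted p = 4.13e-05, and adjusted p = 0.806 with an estimated correlation). Lower by camera were cytosolic ribosomal proteins, iron use and storage, the electron transport chain and the tricarboxylic acid cycle (camera adjusted p = 4.99e-07, 2.13e-06, 0.000253 and 0.0122, and adjusted p = 0.83, 0.806, 0.806 and 0.815 with an estimated correlation), with 0, 0, 0 and 0 genes that fell (0, 8, 6 and 2 when adjusted over the list alone) and 1 that rose, in the electron transport chain.

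In polymicrobial biofilms arachidonic acid raised the ferric reductase *FRE10* (orf19.1415) by 1.99 (standard error 0.16, limma adjusted p = 0.0153) and the zinc transporter *ZRT2* (orf19.1585) by 0.90 (standard error 0.12, limma adjusted p = 0.0319). Of 29 genes of iron uptake 5 rose, 0 fell and 24 did not pass (8 rose and 2 fell when adjusted over the list alone, camera adjusted p = 0.0015, and adjusted p = 0.666 with an estimated correlation), and of 18 hypha-associated genes 0 rose, 1 fell and 17 did not pass (0 rose and 6 fell when adjusted over the list alone, camera adjusted p = 0.00238, and adjusted p = 0.797 with an estimated correlation). *BRG1* (orf19.4056), a regulator of filamentation, was at -1.00 (standard error 0.13, limma adjusted p = 0.0307). Of the 11 *TLO* genes, 0 rose, 6 fell and 5 did not pass (0 rose and 10 fell when adjusted over the list alone, camera adjusted p = 8.69e-08, and adjusted p = 0.585 with an estimated correlation). The other lists that camera called were yeast-form-associated genes, the electron transport chain, zinc acquisition and oxidative stress, which were higher, and biofilm regulators and white-opaque regulators, which were lower (camera adjusted p = 0.00362, 0.00197, 0.0249, 0.048, 0.00362 and 0.0222, and adjusted p = 0.585 or more with an estimated correlation).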
